# Liebenberg syndrome severity arises from variations in *Pitx1* locus topology and proportion of ectopically transcribing cells

**DOI:** 10.1038/s41467-025-61615-2

**Published:** 2025-07-09

**Authors:** Olimpia Bompadre, Raquel Rouco, Fabrice Darbellay, Antonella Rauseo, Fanny Guerard-Millet, Claudia Gentile, Marie Kmita, Guillaume Andrey

**Keywords:** Development, Embryogenesis, Disease model

## Abstract

Enhancer hijacking, a common cause of gene misregulation linked to disease, occurs when non-matching enhancers and promoters interact ectopically due to genetic alterations. While the concept of enhancer hijacking is well understood, the reasons behind the variation in phenotypic severity remain unexplored. In this work, we expand on the ectopic activation of the hindlimb-specific transcription factor *Pitx1* by one of its own enhancers, *Pen*, in forelimb tissues that causes the Liebenberg syndrome. Using a series of inversions and relocations we show that reduction in *Pitx1*-*Pen* relative genomic positioning leads to increased proportions of *Pitx1* forelimb-expressing cells and more severe phenotypical outcomes. We demonstrate in ectopically expressing cells that the *Pitx1* locus assumes an active topology and that its promoter generates consistent transcription levels across different alleles. Finally, we show that changes in 3D chromatin structure and enhancer-promoter contacts are not the result of *Pitx1* transcription.

## Abstract (web summary)

Here the authors show that reducing enhancer-promoter distance at the *Pitx1* locus increases proportion of *Pitx1* forelimb expressing cells, worsening skeletal defects in Liebenberg syndrome. They also reveal links between *Pitx1* expression and genome topology.

## Introduction

The restriction of enhancer-promoter contacts is a fundamental feature of gene regulation. This was shown to be mediated by domains of preferential interactions called topologically-associating domains (TADs). Indeed, TADs foster high internal chromatin interactions while reducing interactions with external regions. Biophysically, TADs are believed to be formed by a process called loop extrusion where cohesin molecules extrude chromatin until reaching CTCF which induces a temporary stalling of the process^1,2^. Changes in CTCF binding therefore impact the 3D architecture of loci and enhancer-promoter contacts^3^. Moreover, tissue-specific chromatin interactions can actively control enhancer-promoter communications in a spatiotemporally-defined manner, enabling the activation of associated genes^4–7^.

Alterations in this organized process can lead to the wrongful connection between non-matching enhancers and promoters, leading to gene de-repression and expression in ectopic tissues, in a process named “enhancer-hijacking”. In particular, structural variants (SVs) that impact the topological organisation of loci have been shown to lead to congenital malformations in such a way^8–10^. Although the *patho*-mechanism of SV-induced enhancer-hijacking has been documented across numerous loci, these accounts often overlook the influence of variations in SV breakpoints on disease outcomes or severity^11^. Furthermore, the precise relationship between distinct SVs and subsequent changes in the 3D genome architecture, chromatin modifications, and ectopic gene transcription is yet to be fully elucidated.

This is what happens at the *Pitx1* locus, where different SVs underlying the Liebenberg syndrome, a congenital malformation associated to a partial arm-to-leg transformation, are associated with variable morphological changes^12–15^. During normal development, the *Pitx1* gene is specifically expressed in developing hindlimb, and not in forelimbs, where it controls hindlimb outgrowth and differentiation into a leg^16–18^. So far, three limb enhancers have been identified at the locus: *PelB, RA4* and *Pen*^4,19^. Notably, another enhancer, *PDE*, has been described to contact the gene and as being strongly marked with H3K27ac in hindlimb, however, in reporter assays, the region only displays activity in the developing mandible^4,20^. Importantly, both *RA4* and *Pen* display a fore- and hindlimb activity when assayed in transgenic reporter approaches, and indeed, in the Liebenberg syndrome, the *Pitx1* gene gets *endo*-activated, i.e. ectopically activated by one of these two enhancers, *Pen*, in developing forelimbs^4^. This activation results from SVs that re-arrange the locus and generally bring *Pen*, normally located 400 kb away from *Pitx1*, in a closer genetic proximity to *Pitx1*. Patients with SVs that slightly reduce the *Pitx1-Pen* genetic distance show rather mild malformation features, yet, patients where *Pitx1-Pen* linear distance is strongly reduced display more severe ones (Supplementary Fig. 1, Supplementary Data 1)^12–15^.

Here, we combine a previously developed *in-embryo* cell-tracing approach with engineered Liebenberg structural variants and *Pen* relocations to measure and isolate *Pitx1*-expressing cells in mouse forelimbs^21^. In this context, we explore how structural variants can cause different degrees of phenotypic manifestations by identifying their link to the proportion of ectopically expressing cells and transcriptional activities. Moreover, we investigate how de-repression or targeted activation of *Pitx1* can impact transcriptional activities and the locus topology.

## Results

### *Pitx1-Pen* relative genomic position affects the proportion of *Pitx1* ectopically expressing cells

To address how differential SVs breakpoints lead to gene mis-activation, we took advantage of the previously described *Pitx1*^*EGFP/EGFP*^ (referred to as *Pitx1*^*EGFP*^) sensor allele that allows for the tracking and sorting of *Pitx1* active and inactive cells from developing tissues (Rouco et al., 2021). We re-engineered in the *Pitx1*^*EGFP*^ background a previously published inversion leading to Liebenberg syndrome in mice: *Pitx1*^*EGFP;Inv1/EGFP;+*^ (referred to as *Pitx1*^*EGFP;Inv1*^), as well a larger one *Pitx1*^*EGFP;Inv2/EGFP;+*^ (referred to as *Pitx1*^*EGFP;Inv2*^) (Fig. 1A-C)^4^. These inversions place *Pen* at the positions of *RA4* and *PDE*, located 225 kb and 116 kb from *Pitx1*, respectively. 

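The guides listed for these alleles in Supplementary Data 8 were matched to the mouse reference GRCm39 with the GENCODE annotation, and each had 1 exact site in the genome. The centromeric guide of *Inv1*, GAACAAGATGATACCGCATGG, lies on the minus strand of chromosome 13 from 56196192 to 56196212, next to the PAM AGG. The site is in an intron of the lncRNA Gm47071, and the plus strand around it reads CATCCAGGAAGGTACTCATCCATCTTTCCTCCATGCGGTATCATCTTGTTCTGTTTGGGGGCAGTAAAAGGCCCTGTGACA. The centromeric guide of *Inv2*, GCACGAAGTAATCCCGCCCC, lies on the plus strand from 56103514 to 56103533, next to the PAM TGG. This site overlaps exons of the lncRNAs Gm47071 and Gm61539, which are transcribed from opposite strands, and the plus strand reads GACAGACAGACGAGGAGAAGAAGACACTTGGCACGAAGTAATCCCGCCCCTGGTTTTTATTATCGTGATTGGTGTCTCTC. The telomeric guide used for both inversions, CGTGCTATCGAGGGACTAAT, lies on the minus strand from 56308568 to 56308587, next to the PAM GGG and outside any annotated gene. Around it the plus strand reads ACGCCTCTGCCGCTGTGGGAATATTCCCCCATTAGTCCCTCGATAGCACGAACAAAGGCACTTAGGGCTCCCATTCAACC. *Pitx1* is transcribed from the minus strand, with the start of its canonical transcript at 55979238, so that all 3 sites lie upstream of the gene. Their distances from this start are 124.3 kb for the *Inv2* centromeric site, 217.0 kb for the *Inv1* centromeric site and 329.3 kb for the telomeric site. The segments between the guide sites measure 112.4 kb in *Inv1* and 205.1 kb in *Inv2*.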

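C-HiC measures how often pairs of genomic positions are ligated to each other in fixed nuclei, after enrichment for a chosen region. Here the region is chromosome 13 from 54000001 to 57300000 of NCBI37/mm9. In total, 15 maps were analysed, 3 from mESCs, 8 from sorted forelimb cells and 4 from proximal forelimbs. Each map comes from 1 library, so that no difference between maps can be set against a spread between replicates. The authors deposited contact frequencies between bins of 5 kb, balanced by the Knight-Ruiz (KR) method within this region, with every map on the wildtype reference. Contacts that span a breakpoint are therefore read at their wildtype distance. Dividing out the bin factors returned whole read pairs for 100% of the values in each map. The control *Pitx1* EGFP mESC map held 2334085 read pairs. Contacts between elements were taken as the mean of windows of 15 kb by 15 kb. The 95% intervals were propagated from the read pairs in each window and cover counting error only. Positions were taken from the junctions seen in the maps and the distances the paper states, as the gene annotation at hand is of another build. The window of *Pitx1* runs from 55925001 to 55940000, that of *PDE* from 56050001 to 56065000, that of *RA4* from 56145001 to 56160000 and that of *Pen* from 56255001 to 56270000. *PelB* was placed at 55835001 to 55850000, by its distance in the paper's figures, and *Neurog1* at 56350001 to 56365000, around the bin with the highest mean contact with *Pitx1* at 380 to 460 kb.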

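In the control mESC map, the *Pitx1*-*PDE* window had a mean KR value of 35.4 (95% counting interval 32.4 to 38.4, from 539 read pairs). The *Pitx1*-*RA4* window had a mean of 15.9 (13.6 to 18.2, from 186 read pairs) and the *Pitx1*-*Pen* window a mean of 13.0 (11.1 to 14.9, from 196 read pairs). The *Pitx1*-*PDE* contact was 2.72 times the *Pitx1*-*Pen* contact (2.31 to 3.22). The *Pitx1*-*RA4* contact was 1.22 times the *Pitx1*-*Pen* contact, and its interval of 0.996 to 1.50 included equality. These ratios compare elements at different distances from *Pitx1*. After division by the mean contact at the same distance, which moved the *PDE* ratio most, they were 1.04 for *PDE* and 0.783 for *RA4*. The *RA4* ratio moved in the other direction, to 1.68, with the single pair of 5 kb bins.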

At these locations, Capture-HiC (C-HiC) reveals that baseline interactions with *Pitx1* are stronger than *Pitx1*-*Pen* interactions in control *Pitx1*^*EGFP*^ mouse embryonic stem cells (mESCs) (Fig. 1A). To measure how inversions perturb the locus poised 3D organisation, we performed C-HiC in *Pitx1*^*EGPF;Inv1*^ and *Pitx1*^*EGFP;Inv2+/-*^ mESCs. 

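The *Inv1* mESC map held 1634538 read pairs, the lowest of the 15 maps, and the *Inv2* mESC map held 2617547. The genotype labels of these libraries name relocation alleles, while their titles and the paper name *Inv1* and *Inv2*, so the junctions of each rearrangement were examined first. Contact was expressed as observed over expected, the window mean divided by the mean at the same distance. At the *Inv1* junction, between the bins at 56145001 and 56260001, the *Inv1* mESC map had a value of 7.09 (95% counting interval 6.73 to 7.45). The *Inv2* mESC map had 1.18 there, and control mESCs had 1.26. At the *Inv2* junction, between the bins at 56055001 and 56260001, the *Inv2* mESC map had 6.21 (5.92 to 6.51) and the *Inv1* mESC map had 1.05. Over all maps, the *Inv1* junction lay between 5.73 and 7.09 in the 3 maps with that allele, and between 0.605 and 1.26 in the other 12 maps. The junction shared by *Inv2* and *Rel2* lay between 3.27 and 8.16 in 5 maps and between 0.661 and 1.29 in the other 10. Each mESC library thus carried the junction of the inversion in its title. For each comparison, the maps were scaled together by the sum of each subdiagonal, as the authors did for their subtraction maps, and the log2 ratio of the windows was taken. Each ratio was placed among 11665 to 11676 windows of the captured region within 50 kb of the same distance that did not have both anchors inside the locus, whose central 95% is called the background range.

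**Figure D1:**
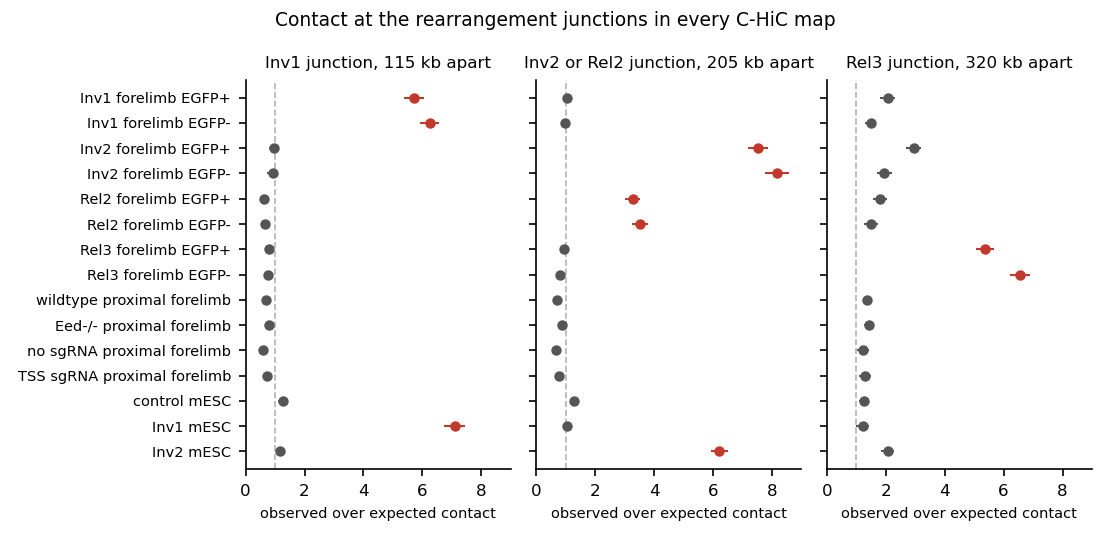
Observed over expected contact at 3 rearrangement junctions in each of the 15 C-HiC maps, with 95% counting intervals, in red for maps with the rearranged allele and in grey for the others. The dashed line marks the mean contact at that distance, and the *Rel3* junction, which lies close to *Pitx1*-*Pen*, reached 1.22 to 2.95 in maps without that allele.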

In *Pitx1*^*EGFP;Inv1*^, we observed a similar structure as in control mESCs (Fig. 1B). In contrast, in *Pitx1*^*EGFP;Inv2+/-*^, we observed several differences in the locus topology, with increased contact between *Pitx1*, *Pen*, and *Neurog1* (Fig. 1C).

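None of the 5 contacts of *Pitx1* with *PelB*, *PDE*, *RA4*, *Pen* and *Neurog1* left the background range between *Inv1* and control mESCs, that is, 0 of 5. The log2 ratio was −0.03 for *PelB* (95% counting interval −0.24 to 0.18) and −0.08 for *PDE* (−0.27 to 0.12). It was −0.24 for *Neurog1* (−0.50 to 0.02). The *Pitx1*-*RA4* contact had the lowest ratio, −0.41 (−0.76 to −0.05), at percentile 5.21 of the background windows. The inversion moves *RA4* away from *Pitx1* and *Pen* closer, and the ratios are not corrected for this. With windows of 25 kb by 25 kb, the alternative that moved a contact of this comparison most, the *RA4* ratio was −0.09. Over the whole locus from *PelB* to *Neurog1*, the difference between the maps was summarised as the root mean square of the standardised log2 ratio in 528 tiles. It was 1.70, above the range of 0.942 to 1.55 in 18 triangles of the same size elsewhere in the captured region. With tiles of 25 kb it was 2.29. When the tiles with a single anchor inside the inverted segment were left out, a choice made after seeing the data, the difference was 1.07.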

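Between *Inv2* and control mESCs, 2 of 5 *Pitx1* contacts left the background range. The *Pitx1*-*Neurog1* contact rose by a log2 ratio of 1.65 (95% counting interval 1.47 to 1.84), with 1066 read pairs in *Inv2* and 329 in control mESCs, against an upper bound of 0.745 for the background range. *Neurog1* lies outside the inverted segment, so that its linear distance to *Pitx1* is the same in both maps. The *Pitx1*-*PelB* contact fell by 0.71 on the log2 scale (interval −0.92 to −0.50), below the bound of −0.40. With the *Pitx1* anchor moved by 1 bin towards the centromere, the ratio of *PelB* was −0.38 and inside the range. The *Pitx1*-*Pen* contact had a log2 ratio of 0.52 (0.25 to 0.79), at percentile 95.5 of the background windows and inside the range. With windows of 25 kb by 25 kb it was 0.56 and outside, and with single pairs of 5 kb bins none of the 5 contacts was outside. The range of single bin pairs was wider, as the *Neurog1* ratio there was 1.78 and at percentile 95.3. The ratio was −0.45 for *PDE* (−0.63 to −0.26) and −0.24 for *RA4* (−0.55 to 0.07), which the single bin pair moved most, to −1.01. The inversion brings *Pen* closer to *Pitx1* and moves *PDE* away, and the ratios are not corrected for this. Against windows with no anchor inside the locus, a background chosen after seeing the data, *PDE* was outside the range, whose lower bound was −0.369, and *Pen* stayed inside. Pairs without *Pitx1* were added after seeing the data. Between *Pen*, which the inversion moves away from *Neurog1*, and *Neurog1*, the log2 ratio was −0.49 (−0.68 to −0.30), below the background range. Between *PDE*, which the inversion brings closer to *Neurog1*, and *Neurog1* it was 0.74 (0.47 to 1.00), above the range. The difference over the whole locus was 1.85, against 0.87 to 1.19 in the 18 other triangles. It was 1.56 without the tiles that have a single anchor inside the inverted segment. From the contrast with *Inv1*, the paper states that the larger inversion changes the locus topology in mESCs.

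**Figure D2:**
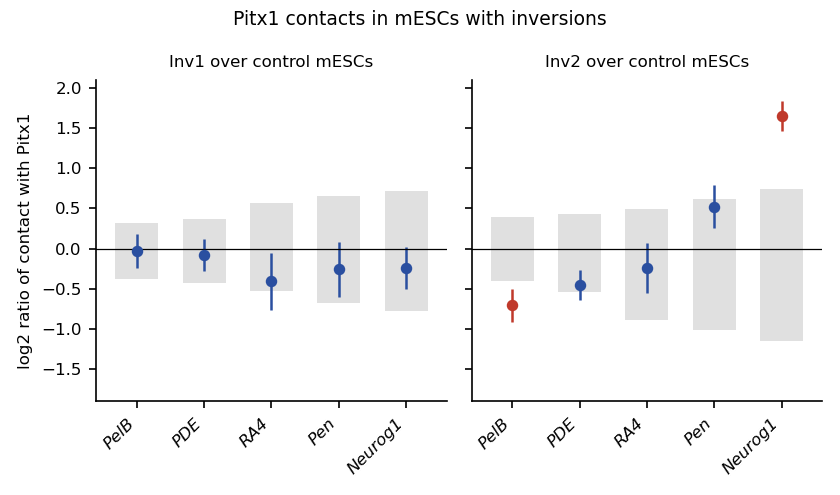
Log2 ratio of the contact of *Pitx1* with each element in *Inv1* or *Inv2* mESCs over control mESCs. Bars are 95% counting intervals, grey boxes the central 95% of windows elsewhere at similar distance, and red points lie outside them, which only *PelB* and *Neurog1* do, in *Inv2*.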

**Fig. 1:**
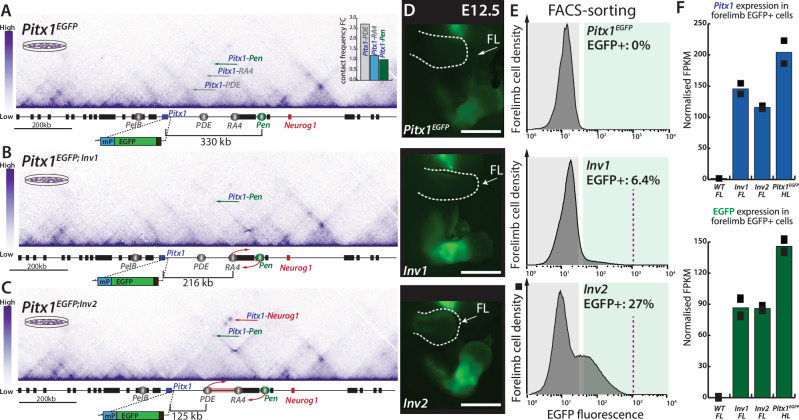
Inversions at the *Pitx1* locus lead to increased mis-activation of the gene. **A** C-HiC analysis of the *Pitx1* locus in *Pitx1*^*EGFP*^ mESCs (*n* = 1). Upper right corner: quantification of interactions between *Pitx1* and *RA4*/*PDE*/*Pen*. **B** A 113 kb inversion *Pitx1*^*EGFP;Inv1*^ (*Inv1*) that swaps the relative position of *Pen* and *RA4* shows a relative decrease in *Pitx1*-*Pen* interactions (*n* = 1). **C** A 204 kb inversion *Pitx1*^*EGFP;Inv2*^ (*Inv2*) shows an overall increase of contacts between *Pitx1* and *Pen* (*n* = 1). **D** Fluorescence microscopy of *Pitx1*^*EGFP*^, *Inv1* and *Inv2* E12.5 embryos. Note the EGFP mis-expression in *Inv1* and *Inv2* developing forelimbs. Scale bars: 2 mm. Forelimbs (FL) are delineated with a dotted white line and indicated with a white arrow. In total, 43 *Pitx1*^*EGFP*^ embryos, 19 *Inv1* and 9 *Inv2* E12.5 embryos have been analysed and showed reproducible patterns. **E** Histogram of EGFP signal and quantification of the proportion of mis-expressing cells. The grey and green areas show the delimitation of gating for EGFP- and EGFP+ cells, respectively, in the three alleles. The dotted red line in histograms indicates the upper limit of fluorescence. Each graph represents the catenation of 2-3 independent experiments. **F** Normalised FPKMs of EGFP and *Pitx1* in E12.5 wildtype bulk forelimbs, EGFP+ cells of *Inv1* and *Inv2* forelimbs and EGFP+ cells of *Pitx1*^*EGFP*^ hindlimbs (Supplementary Data 2). Black squares indicate each biological replicate (*n* = 2). Note a plateau in *Pitx1* and EGFP expression in both inversions, which is significantly lower than in EGFP+ cells from *Pitx1*^*EGFP*^ hindlimbs. Source data are provided as a Source Data file.

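Relative to the mean contact at the same distance, the *Pitx1*-*Pen* window reached 1.29 in control mESCs (95% counting interval 1.11 to 1.48). It was 1.08 in *Inv1* (0.879 to 1.29) and 1.85 in *Inv2* (1.64 to 2.07). The log2 ratio of *Inv1* over control was −0.26 with an interval of −0.60 to 0.08, so that a decrease was not detectable at this depth. Compared directly, a comparison added after seeing the data, *Inv2* exceeded *Inv1* by a log2 ratio of 0.77 (0.45 to 1.09), outside the background range, whose upper bound was 0.681. All these values are read at the wildtype distance of 330 kb. On the inverted allele *Pen* lies closer to *Pitx1*, and more so in *Inv2* than in *Inv1*. The values are not corrected for this, so that a change of contact cannot be told from the change of distance.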

We then derived *Pitx1*^*EGFP*^, *Pitx1*^*EGFP;Inv1*^ and *Pitx1*^*EGFP;Inv2*^ E12.5 embryos through tetraploid complementation and characterised forelimb EGFP fluorescence through microscopy and fluorescence activated cell sorting (FACS) (Fig. 1D, E**;** for gating strategy see Supplementary Fig. 2)^22^. We could measure in *Pitx1*^*EGFP;Inv1*^ forelimbs 6.4% of EGFP+ expressing cells in contrast to 0% in *Pitx1*^*EGFP*^ control (Fig. 1E). This number rose to 27% in *Pitx1*^*EGFP;Inv2*^ (Fig. 1E) suggesting that the variation in SV size can alter the proportion of cells ectopically expressing *Pitx1* in the forelimb.

Interestingly, we observed an upper limit of EGFP fluorescence in both inversions, suggesting that the abundance of EGFP in active cells was similar between alleles (Fig. 1E). To confirm that hypothesis, we measured transcription in EGFP+ cells of both *Pitx1*^*EGFP;Inv1*^ *and Pitx1*^*EGFP;Inv2*^ forelimbs using RNA-seq. We observed similar transcription levels of both *Pitx1* and *EGFP* across the two alleles (Fig. 1F, Supplementary Data 2). In fact, the ectopic transcriptional activity was only 1.5x lower than the one found in wildtype *Pitx1*^*EGFP*^ EGFP+ cells from hindlimbs (Fig. 1F). This minor difference might be the result of the heterozygous state of both inversions in the *Pitx1*^*EGFP*^ homozygous background, suggesting that the transcriptional activity per allele in forelimb EGFP+ cells is comparable to that in wildtype hindlimb EGFP+ cells. Yet, as the inverted intervals of both *Pitx1*^*EGFP;Inv1*^ and *Pitx1*^*EGFP;Inv2*^ contain CTCF sites (Supplementary Fig. 3A) and other *Pitx1* enhancers, the interpretation of the results can be confounding. Therefore, alternative approaches to solely measure the effect of the relocation of *Pen* were further developed.

### A series of *Pen* relocations induce varying proportions of *Pitx1-*expressing cells

To rule out the positional effect induced by the inverted genomic interval, we devised a parallel approach where we solely re-mobilized the *Pen* enhancer itself in a *Pitx1*^*EGFP;ΔPen/EGFP;ΔPen*^ (referred to as *Pitx1*^*EGFP;ΔPen*^) homozygous deleted background. Here, we inserted *Pen* at the same locations as in the inversions, at *RA4* (*Pitx1*^*EGFP;ΔPen;Rel1/EGFP;ΔPen;+*^*: Pitx1*^*EGFP;ΔPen*;*Rel1*^) and at *PDE*(*Pitx1*^*EGFP;ΔPen;Rel2/EGFP;ΔPen;+*^*: Pitx1*^*EGFP;ΔPen*;*Rel2*^) (Fig. 2A, B). Moreover, we also introduced *Pen* 7.7 kb upstream of the *Pitx1* promoter (*Pitx1*^*EGFP;ΔPen;Rel3/EGFP;ΔPen;+*^*: Pitx1*^*EGFP;ΔPen*;*Rel3*^), in a similar genetic distance (10.5 kb enhancer-promoter distance) as the one found in the most severe case of Liebenberg syndrome described (Fig. 2C, Supplementary Fig. 1**)**^15^. Of note, with each relocation reducing the genetic distance between *Pitx1* and *Pen*, there is also a consequent reduction in the number of CTCF binding sites separating these two elements (Supplementary Fig. 3B).

**Fig. 2:**
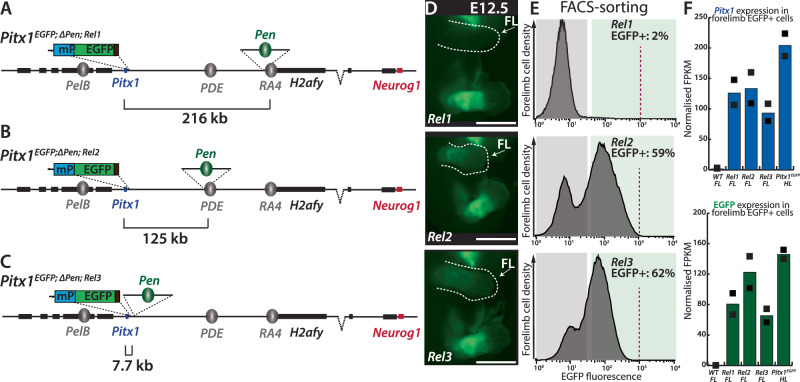
Relocation of *Pen* through the locus ectopically activates *Pitx1.* **A** Illustration of *Pitx1*^*GFP;ΔPen;Rel1*^ (*Rel1*) where *Pen* is inserted, at *RA4*, 216 kb away to *Pitx1*. **B** Illustration of *Pitx1*^*GFP;ΔPen;Rel2*^ (*Rel2*) where *Pen* is inserted at *PDE*, 125 kb away from *Pitx1*. **C** Illustration of *Pitx1*^*GFP;ΔPen;Rel3*^ (*Rel3*) where *Pen* is inserted 7.7 kb away from *Pitx1*. **D** Fluorescence microscopy of *Rel1*, *Rel2* and *Rel3* E12.5 embryos. Note the mis-expression of EGFP and in developing forelimbs of E12.5 embryos. Forelimbs (FL) are delineated with a dotted white line and indicated with a white arrow. Scale bars: 2 mm. In total, 17 *Rel1*, 5 *Rel2* and 8 *Rel3* E12.5 embryos have been analysed and showed reproducible patterns. **E** Histogram of EGFP signal and quantification of the proportion of mis-expressing cells. The grey and green areas show the delimitation of gating for EGFP- and EGFP+ cells, respectively, in the three alleles. The dotted red line in histograms indicates the upper limit of fluorescence, each graph represents the catenation of 2-3 independent experiments. **F** Normalised FPKMs of EGFP and *Pitx1* in E12.5 wildtype bulk forelimbs, EGFP+ cells of *Rel1*, *Rel2* and *Rel3* forelimbs and EGFP+ cells of *Pitx1*^*EGFP*^ hindlimbs (Supplementary Data 2). Black squares indicate each biological replicate (*n* = 2). Note the consistent *Pitx1* expression level between relocations, similar to inversion (See Fig. 1). Source data are provided as a Source Data file.

Similar to *Pitx1*^*EGFP;Inv1*^, *Pitx1*^*EGFP;ΔPen*;*Rel1*^ E12.5 forelimbs showed 2% EGFP+ cells, suggesting that at this location the inversion and relocations bear a similarly mild transcriptional effect on *Pitx1* and the EGFP sensor (Fig. 2D, E). In contrast, in *Pitx1*^*EGFP;ΔPen*;*Rel2*^, we measured 59% of EGFP+ forelimb cells and observed a clear bimodal EGFP signal distribution (Fig. 2D, E). This is twice the proportion observed when *Pen* was positioned at the same location in *Pitx1*^*EGFP;Inv2*^ forelimbs, where only 27% of cells were EGFP+ (Fig.1E). This difference suggests that the alterations in CTCF relative positioning and binding site directionality within the inverted interval might restrict the capacity of *Pen* to induce *Pitx1* in *Pitx1*^*EGFP;Inv1*^ forelimbs. Indeed, in contrast to *Pitx1*^*EGFP;ΔPen*;*Rel2*^, the *Pitx1*^*EGFP;Inv2*^ allele causes the relocation and inversion of a *Pitx1*-convergent CTCF binding site at *PDE*, to the telomeric inversion breakpoint (Supplementary Fig. 3A-B). However, it cannot be excluded that the effect is also mediated by the interplay between *Pen* and *PDE*. Finally, in the E12.5 forelimb of the most proximal relocation, *Pitx1*^*EGFP;ΔPen*;*Rel3*^, we observed a bimodal distribution of the EGFP signal and measured 62% of EGFP+ cells (Fig. 2D, E). Overall, the similar proportion of EGFP+ cells in *Pitx1*^*EGFP;ΔPen*;*Rel2*^ and *Pitx1*^*EGFP;ΔPen*;*Rel3*^, shows that repositioning the enhancer either in the *PDE* region or a few kb upstream of the gene promoter induces a similar effect on *Pitx1* mis-activation (Fig. 2D, E, Supplementary Fig. 3B).

As inversions showed a similar transcription level between alleles in EGFP+ cells, we wanted to confirm this in the context of the relocations. We therefore performed RNA-seq in EGFP+ cells and found that *Pitx1* and EGFP expression is similar in all the active cells (Fig. 2F, Supplementary Data 2). Overall, this data shows that the ability of *Pen* to contact *Pitx1* defines the proportion of cells in which the gene will be ectopically activated, yet, it does not strongly affect *Pitx1* transcription level per allele.

### Increase in *Pitx1* ectopically expressing forelimb cells associate with worsened skeletal defects

As changes in *Pen* positioning lead to a different proportion of cells ectopically activating *Pitx1*, the phenotypic effect of these variations is unknown. To test whether an increase in affected cells is linked to a worsened phenotype, we analysed mutant skeletons of E18.5 embryos and scored forelimb malformations. We decided to compare wildtype to *Pitx1*^*EGFP;Inv1*^, *Pitx1*^*EGFP;Inv2*^ and *Pitx1*^*EGFP;ΔPen*;*Rel3*^ skeletons as these three precisely showed a progressive increase in EGFP+ cell proportions with 6.4%, 27%, and 62%, respectively. Weakly overexpressing forelimbs from *Pitx1*^*EGFP;Inv1*^ resulted in a mild phenotype, specifically with a slight bowing of the radius and ulna (Fig. 3A, B, Supplementary Data 3). Notably, the same allele showed a stronger phenotype when bred to homozygosity and assayed in adult mice (Kragesteen, et al., 2018). *Pitx1*^*EGFP;Inv2*^ forelimbs, where 27% of cells are EGFP+ at E12.5, showed more striking bowing of the radius and ulna (Fig. 3C, Supplementary Data 1, 3). Furthermore, we noted a significant reduction of the deltoid crest, a structure characteristic of the forelimb, accompanied by a mildly hypoplastic olecranon. Additionally, there was a noticeable broadening of the distal head of the humerus and the proximal head of the radius, a phenotype that aligns with previous descriptions in patients (Fig. 3C, Supplementary Data 1, 3). Finally, *Pitx1*^*EGFP;ΔPen*;*Rel3*^ forelimbs, where 62% of cells are EGFP+ at E12.5, exhibited the most severe phenotype. This included the recurring bowing of the long zeugopodal bones, strong reduction of the deltoid crest, broadening of the distal humerus and proximal radius and notably, in all analysed *Pitx1*^*EGFP;ΔPen*;*Rel3*^ skeletons, an aplastic or severely hypoplastic olecranon, a feature not observed in other alleles, but often in Liebenberg syndrome patients (Fig. 3D, Supplementary Data 1, 3). Finally, we observed a relative thinning of the ulna compared to its radius counterpart, in a similar way as the fibula is thinner than the tibia, underlining the arm-to-leg transformation. Most of the phenotypes scored across alleles were highly penetrant, with some variability in expressivity, even when only a limited number of cells were affected by *Pitx1* misexpression **(**Supplementary Data 3**)**. Overall, our analysis shows that an increase of *Pitx1* ectopically activating cells, and in fact a change in the balance between the proportion of active and inactive cells, has a positive correlation with the accumulation of defects in the developing forelimb skeleton.

**Fig. 3:**
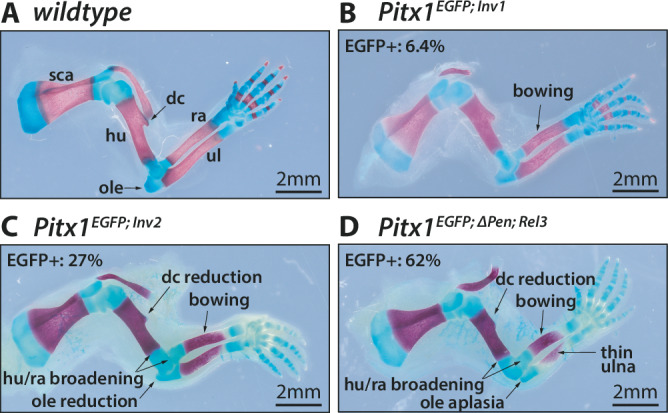
Increasing proportions of *Pitx1* ectopically-expressing cells correlates with severity of skeletal defects. **A** Alizarin red and alcian blue staining of wildtype E18.5 forelimbs. Black arrows pinpoint to sca: scapula, hu: humerus, dc: deltoid crest, ole: olecranon, ra: radius, ul: ulna. Alizarin red and alcian blue staining of mutants (**B**) *Pitx1*^*EGFP;Inv1*^, **C** *Pitx1*^*EGFP;Inv2*^ and (**D**) *Pitx1*^*EGFP;ΔPen;Rel3*^ E18.5 forelimbs. Arrows point to dysplastic skeletal features: bowing of the radius and ulna, reduction of the deltoid crest, reduction of the olecranon, broadening of distal humerus and proximal radius and ulna, relative thinning of ulna. Number of independent limbs analysed and relative phenotypes are displayed in Supplementary Data 3.

### *Pitx1* forelimb *endo*-activation retains mesenchymal specificity

Liebenberg-associated SVs have been described to lead to arms assuming various skeletal and soft tissue features of legs^4,12,23^. To understand to what extent SV-induced *Pitx1* forelimb transcription resembles its normal hindlimb activity, we performed 10X single-cell RNA-seq (scRNA-seq) on stage-matched E12.5 *Pitx1*^*Inv1/+*^ forelimbs and compared to wildtype fore- and hindlimbs. We selected this particular SV because it is a well-established model for Liebenberg syndrome and closely matches the rearrangement size of three SVs that have been independently identified in patients^4,12,14,21^. The first level of clustering revealed six main limb clusters: muscle, neuron, immune cells, epithelium, endothelium and mesenchyme (Supplementary Fig. 4A, Supplementary Data 4). We noticed that *Pitx1* expression was restricted to the mesenchyme in wildtype hindlimbs but also in *Pitx1*^*Inv1/+*^ forelimb, although at lower expression levels (Supplementary Fig. 4A-B). We then subclustered the mesenchyme to obtain more definition to quantify *Pitx1* expression across sub-populations (Fig. 4A, Supplementary Data 4). Here, we identified nine mesenchymal populations comparable to the ones previously characterised in E12.5 limb mesenchyme^21^. Four clusters showed proximal identity: Proximal Proliferative Progenitors (**PPP**), Tendon Progenitors (**TP**), Irregular Connective Tissue (**ICT**) and Proximal Condensations (**PC**). An additional four clusters showed distal identity: Distal Proliferative Progenitors (**DPP**), Distal Progenitors (**DP**), Early Digit Condensations (**EDC**) and Late Digit Condensations (**LDC**). Finally, we identified a Mesopodium (**MS**) cell cluster, neither proximal nor distal. In *Pitx1*^*Inv1/+*^ forelimbs, at least one *Pitx1* transcript could be detected in 34% of cells (compared to 2% in wildtype forelimbs), a higher percentage than the 6% of EGFP+ cells observed by FACS. This discrepancy can be attributed to the gating strategy, which excluded cells with weak GFP signals (See Figs. 1–2 and Supplementary Fig. 2), and the inherent sensitivity of both approaches. In wildtype hindlimbs and *Pitx1*^*Inv1/+*^ forelimbs, we observed *Pitx1* expression in all mesenchymal clusters showing that the forelimb gain of expression occurred with a similar specificity than in hindlimbs. However, the variation in *Pitx1* expression between clusters was more pronounced in wildtype hindlimbs compared to *Pitx1*^*Inv1/+*^ forelimbs (Fig. 4B, Supplementary Data 4). This observation indicates that the mesenchymal specificity of *Pitx1* expression is preserved in mutant forelimbs when compared to wildtype hindlimbs, albeit not to its full extent across mesenchymal subpopulations.

**Fig. 4:**
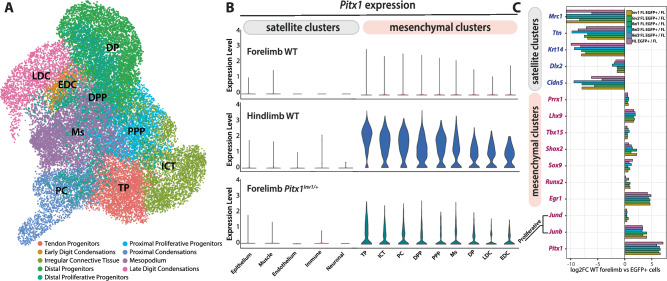
*Pitx1* forelimbs ectopic expression is restricted to mesenchymal clusters. **A** UMAP of mesenchymal cell clusters present in E12.5 wildtype fore- and hindlimbs and E12.5 *Pitx1*^*Inv1/+*^ forelimbs. **B** *Pitx1* expression by cell cluster in wildtype fore- and hindlimbs and *Pitx1*^*Inv1/+*^ forelimbs. Note the overall similarity of expression between wildtype hindlimbs and *Pitx1*^*Inv1/+*^ forelimbs. **C** Selected marker genes enrichment across EGFP+ population of *Pitx1*^*EGFP*^ hindlimbs, as well as *Pitx1*^*EGFP;Inv1*^ (*Inv1*), *Pitx1*^*EGFP;Inv2*^ (*Inv2*), *Pitx1*^*EGFP;ΔPen;Rel1*^ (*Rel1*), *Pitx1*^*EGFP;ΔPen;Rel2*^ (*Rel2*), *Pitx1*^*EGFP;ΔPen;Rel3*^ (*Rel3*) forelimbs compared to wildtype bulk forelimbs. Source data are provided as a Source Data file.

To assay whether these expression specificities are a general feature of *Pitx1 endo*-activation, we analysed the enrichment of marker genes in *Pitx1*^*EGFP;Inv1*^, *Pitx1*^*EGFP;Inv2*^, *Pitx1*^*EGFP;ΔPen*;*Rel1*^*, Pitx1*^*EGFP;ΔPen*;*Rel2*^, *Pitx1*^*EGFP;ΔPen*;*Rel3*^ forelimbs and control *Pitx1*^*EGFP*^ hindlimb EGFP+ cells compared to wildtype forelimbs. Generally, we observed homogenous marker gene enrichment among mutants, showing high similarity between EGFP+ cells (Supplementary Data 2). More specifically, all the EGFP+ populations showed a depletion of genes linked to non-mesenchymal cell identity (*Mrc1, Ttn, Krt14, Dlk2, Cldn5*) and an enrichment for mesenchymal markers (*Prrx1, Lhx9*) confirming that *Pitx1 endo*-activation specifically occurs in mesenchymal cell types (Fig. 4C). We also observed enrichment of proximal (*Shox2* and *Tbx15*), tendon (*Egr1*) and chondrogenic markers *(Sox9, Runx2*), corroborating the previous findings obtained from scRNA-seq. Furthermore, we also found that cells expressing *Pitx1* were enriched for cell division markers as *JunB* and *JunD* in line with the tissue outgrowth properties associated to *Pitx1*^21,24^ (Fig. 4C). This shows the cell-specificity of *Pitx1 endo*-activation in forelimbs mirrors to a certain extent its physiological expression in wildtype hindlimbs.

Finally, to understand whether *Pitx1 endo*-activation can induce a wider hindlimb-like transcriptional program, we compared bulk *Pitx1*^*EGFP;ΔPen*;*Rel2*^ and *Pitx1*^*EGFP;ΔPen*;*Rel3*^ to wildtype forelimbs transcriptome. Here, we detected that the hindlimb-specific gene *Tbx4* was upregulated in mutant forelimbs, indicating that *Pitx1* expression could induce its transcription (Supplementary Data 5)^25^. We also noted an increase in cartilage and chondrogenesis related markers such as *Sox9*, *Foxc1 and Gdf5* suggesting an increased chondrogenic program in mutant forelimbs (Supplementary Data 5)^18^. We then explored whether the *Pitx1*^*Inv1/+*^ forelimb scRNA-seq data showed a similar trend and found a comparable, though weaker, effect, with *Tbx4* and *Gdf5* significantly upregulated, while *Foxc1* and *Sox9* remained unchanged (Supplementary Fig. 4C). Altogether, these findings underline that *Pitx1 endo*-activation can establish, in the forelimb counterpart of hindlimb *Pitx1* expressing cell-types, features of hindlimb transcriptional programs.

### SV-induced *Pitx1 endo*-activation is linked to discrete topological changes

Hindlimb cells transcriptionally active for *Pitx1* adopt a fundamentally different 3D locus topology than their inactive counterparts^21^. Consequently, it is plausible that SVs-induced *Pitx1 endo*-activation leads to topological changes in transcriptionally active cells. To test this hypothesis, we initially performed C-HiC on *Pitx1*^*EGFP;Inv1*^, comparing EGFP+ and EGFP- forelimb cells. 

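Forelimbs of E12.5 embryos were dissociated and sorted on EGFP fluorescence, so that EGFP+ and EGFP− cells of *Inv1* come from the same tissue. The inversion is present on a single allele. The EGFP+ map held 2397968 read pairs and the EGFP− map 2826411, and 64.9% and 69.9% of the possible bin pairs had at least 1 read pair. At the *Inv1* junction, observed over expected contact was 5.73 (95% counting interval 5.39 to 6.07) in EGFP+ and 6.24 (5.91 to 6.57) in EGFP− cells. The log2 ratio between them was −0.12 (−0.23 to −0.0049), so that the junction was seen in both, slightly less in EGFP+ cells.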

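In *Inv1* forelimbs, the contact of *Pitx1* with *PDE* had the highest log2 ratio of EGFP+ over EGFP− cells, 0.73 (95% counting interval 0.61 to 0.85), with 1427 and 982 read pairs. It lay above the background range of −0.45 to 0.40. The ratio was 0.42 for *Pen* (0.17 to 0.66), 0.39 for *RA4* (0.11 to 0.68) and 0.25 for *PelB* (0.03 to 0.47). These 3 intervals exclude 0, but the ratios lay at percentiles 91.9, 94.3 and 94.3 of the background windows, inside the range. The setting that moved these contacts most was the single pair of 5 kb bins, which gave 0.71 for *PelB* and left no contact outside the range. The range of single bin pairs was wider, as the *PDE* ratio there was 0.64 and at percentile 89.2. Windows of 25 kb by 25 kb placed the *Pen* ratio of 0.42 outside their range. Moving the *Pitx1* anchor by 1 bin towards the telomere placed *RA4* outside the range at 0.51.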

We found that *Pitx1* contacts *Pen* as well as *PelB*, *PDE*, and *RA4* more frequently in EGFP+ cells than in EGFP- cells (Fig. 5A). Conversely, in EGFP- cells, the repressive contact between *Pitx1* and *Neurog1* was more prevalent than in EGFP+ cells (Fig. 5A). These differences are strikingly similar to those observed between hindlimb EGFP+ and EGFP- cells (Rouco et al., 2021), indicating that this inversion facilitates the formation of an active topology specifically in transcriptionally active cells.

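The *Pitx1*-*Neurog1* contact was lower in EGFP+ than in EGFP− cells of *Inv1* forelimbs, with a log2 ratio of −1.21 (95% counting interval −1.52 to −0.89). The lower bound of the background range was −0.914. The window held 121 read pairs in EGFP+ and 308 in EGFP− cells. Observed over expected contact was 1.55 (1.26 to 1.83) in EGFP+ and 3.57 (3.15 to 3.98) in EGFP− cells. From the gained contacts with the enhancers, the lost contact with *Neurog1* and the likeness to hindlimb cells, the paper concludes that the inversion facilitates an active topology in transcriptionally active cells.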

**Fig. 5:**
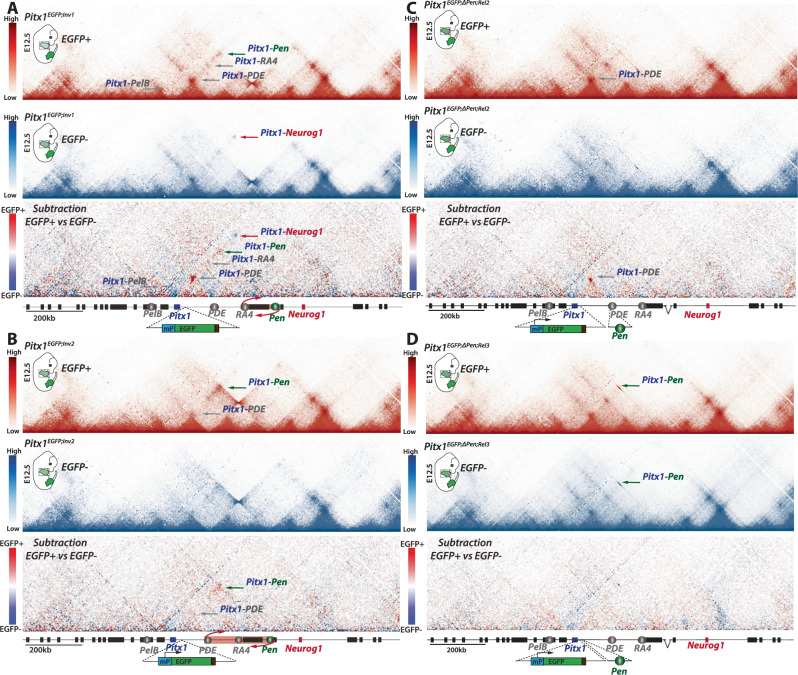
Topological changes at the locus diminish as *Pitx1*-*Pen* contact probabilities increase. C-HiC of the *Pitx1* locus in EGFP+ (red maps) and EGFP- (blue maps) cells from (**A**) *Pitx1*^*EGFP;Inv1*^ forelimbs, **B** *Pitx1*^*EGFP;Inv2*^ forelimbs, **C** *Pitx1*^*EGFP;ΔPen;Rel2*^ forelimbs and (**D**) *Pitx1*^*EGFP;ΔPen;Rel3*^ forelimbs. Darker red or blue bins indicate stronger interaction frequencies as shown on the scale bars. For each panel, the lowest map is a subtraction of the two above where preferential interactions in EGFP+ cells are shown in red, while the ones in EGFP- cells are shown in blue. Contacts between *Pitx1* and *Pen* are shown with a green arrow, *Pitx1* contacts with *PelB*, *PDE* or *RA4* are shown with grey arrows, the *Pitx1*-*Neurog1* contact is shown with a red arrow. All subtraction scales were homogenized for comparison purposes. All experiments were performed once.

We next investigated whether different active-inactive topologies would also be present in the other alleles described or if this was a specific feature of *Pitx1*^*EGFP;Inv1*^ forelimbs. Thus, we generated C-HiC maps of EGFP+ and EGFP- cells obtained from *Pitx1*^*EGFP;Inv2*^, *Pitx1*^*EGFP;ΔPen*;*Rel2*^ and *Pitx1*^*EGFP;ΔPen*;*Rel3*^ forelimbs. 

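In the relocation alleles, the native *Pen* is deleted from both chromosomes and 1 copy is inserted elsewhere, so that reads of *Pen* come from the relocated copy while reads of its flanks still come from the native position. The *Inv2* maps held 2273562 read pairs in EGFP+ and 1807151 in EGFP− cells. In *Rel2*, EGFP+ cells gave 2255551 and EGFP− cells 1754658 read pairs. The *Rel3* maps were deeper, with 3577400 in EGFP+ and 3817324 in EGFP− cells. The junction between *PDE* and *Pen* reached 7.54 and 8.16 times the mean contact at its distance in EGFP+ and EGFP− cells of *Inv2*, and 3.27 and 3.52 in *Rel2*. The *Rel3* junction, between the bins at 55940001 and 56260001, reached 5.38 and 6.57 in the *Rel3* maps. The log2 ratio of EGFP+ over EGFP− cells at the junction was −0.12 in *Inv2* (95% counting interval −0.21 to −0.02), −0.11 in *Rel2* (−0.26 to 0.05) and −0.29 in *Rel3* (−0.40 to −0.18).

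**Figure D3:**
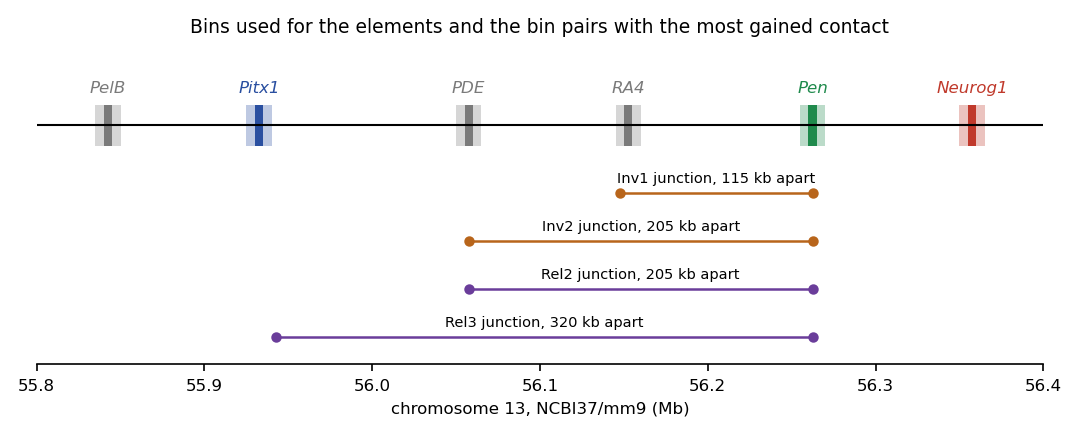
Positions used at the *Pitx1* locus, along chromosome 13 of NCBI37/mm9 in Mb. Dark boxes are the 5 kb bins and light boxes the 15 kb windows of each element, and the lines join the bin pairs with the most contact gained over wildtype in the maps of each rearranged allele, 115 kb apart in *Inv1*, 205 kb in *Inv2* and *Rel2*, and 320 kb in *Rel3*.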

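In *Inv2* forelimbs, 0 of the 5 *Pitx1* contacts lay outside the background range between EGFP+ and EGFP− cells, against 2 of 5 in *Inv1*. With windows of 25 kb by 25 kb the count in *Inv2* was 1. The *Pitx1*-*Neurog1* log2 ratio was 0.05 (95% counting interval −0.31 to 0.41). That of *PelB* was 0.03 (−0.20 to 0.25), and that of *RA4* was −0.03 (−0.32 to 0.27).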

In *Pitx1*^*EGFP;Inv2*^, despite a higher proportion of *Pitx1*-expressing cells (See Fig. 1D-E), we observed fewer changes in interaction between EGFP+ and EGFP- cells. 

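The *Pitx1*-*Pen* contact of *Inv2* forelimbs had a log2 ratio of 0.64 (95% counting interval 0.40 to 0.87), with 471 read pairs in EGFP+ and 216 in EGFP− cells. It lay at percentile 96.8 of the background windows, inside the range of −0.75 to 0.69. With windows of 25 kb by 25 kb it was 0.56 and outside. The *Pitx1*-*PDE* contact had a log2 ratio of 0.25 (0.06 to 0.45), at percentile 91.5. In the single pair of 5 kb bins, the *PDE* ratio was −0.10.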

Here, only the interaction between *Pitx1* and *Pen* was strongly increased in EGFP+ cells and, to a lesser extent, that between *Pitx1* and *PDE* (Fig. 5B). Similarly, in *Pitx1*^*EGFP;ΔPen*;*Rel2*^, EGFP+ cells showed a clear gain of contacts between *Pitx1* and *PDE*, where the *Pen* enhancer is relocated, but not with other regions (Fig. 5C). These results consistently highlight strengthened *Pitx1*-*Pen* contact in transcriptionally active cells, suggesting that increased physical proximity is essential for transcription. 

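The *Pitx1*-*PDE* contact of *Rel2* forelimbs had a log2 ratio of 0.90 (95% counting interval 0.76 to 1.03), with 1572 read pairs in EGFP+ and 626 in EGFP− cells. It was the only 1 of the 5 contacts outside the background range, whose upper bound was 0.415. The ratio was 0.34 for *Pen* (0.04 to 0.63), 0.25 for *PelB* (0.01 to 0.50) and 0.24 for *RA4* (−0.05 to 0.53). *Pen*, *PelB* and *RA4* were all inside the range, although the intervals of *Pen* and *PelB* exclude 0. The *Pen* ratio is not independent of that of *PDE*, because reads of *Pen* come from the copy at *PDE*. *PelB* was outside the range with windows of 25 kb by 25 kb, at 0.23, and with the *Pitx1* anchor 1 bin towards the centromere, at 0.36. The *Pitx1*-*Neurog1* log2 ratio was −0.61 (−1.02 to −0.19), from 89 and 108 read pairs and inside the range.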

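Observed over expected contact in the *Pitx1*-*Pen* window was 3.12 (95% counting interval 2.83 to 3.41) in EGFP+ and 2.01 (1.73 to 2.28) in EGFP− cells of *Inv2*, and 2.04 (1.78 to 2.29) and 1.61 (1.36 to 1.87) in *Rel2*. At *PDE*, where *Rel2* carries *Pen*, it was 4.43 (4.21 to 4.65) in EGFP+ and 2.36 (2.18 to 2.55) in EGFP− cells of *Rel2*. From the gains across these alleles, the paper proposes that physical proximity of *Pitx1* and *Pen* is essential for transcription.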

Lastly, *Pitx1*^*EGFP;ΔPen*;*Rel3*^ EGFP+ and EGFP- forelimb cells exhibited limited topological changes (Fig. 5D). 

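In *Rel3* forelimbs, 0 of the 5 contacts lay outside the background range, and none did under any of the 10 alternatives. The log2 ratio of EGFP+ over EGFP− cells was 0.02 for *PDE* (95% counting interval −0.10 to 0.14) and 0.06 for *PelB* (−0.12 to 0.25). It was −0.20 for *RA4* (−0.42 to 0.02). For *Neurog1* it was −0.50 (−0.79 to −0.20), at percentile 7.39 of the background windows.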

Here, due to the short 7.7 kb interval between *Pitx1* and *Pen*, the contact frequency between the two elements was very high in both active and inactive cells. Yet, we noted a relatively stronger contacts in EGFP- cells, a phenomenon already observed for active short-range regulatory contact (Fig. 5D)^26^. 

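The *Pitx1*-*Pen* window of the *Rel3* maps held 750 read pairs in EGFP+ and 907 in EGFP− cells. Observed over expected contact was 3.77 (95% counting interval 3.49 to 4.04) and 4.78 (4.47 to 5.10), higher than the values of 1.08 to 3.12 in the other 13 maps. The expected value is that of the wildtype distance of 330 kb, at which the relocated copy is read on the reference.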

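The log2 ratio of the *Pitx1*-*Pen* contact in *Rel3*, EGFP+ over EGFP−, was −0.35 (95% counting interval −0.49 to −0.21). The decrease exceeded the counting error but lay at percentile 12.2 of the background windows, inside the range of −0.64 to 0.60. It was −0.08 with the *Pitx1* anchor moved by 1 bin towards the centromere, and −0.16 when the maps were scaled by their totals.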

In conclusion, across the different gain-of-function alleles, we observe that fewer locus-wide topological changes associate with *Pitx1* transcription, i.e. in GFP+ vs GFP- cells, when *Pen* is brought closer to *Pitx1*.

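The difference over the whole locus between EGFP+ and EGFP− maps, measured in 528 tiles, was 1.32 in *Inv1*. It was 1.06 in *Inv2*, 1.19 in *Rel2* and 1.09 in *Rel3*. The allele with *Pen* farthest from *Pitx1*, *Inv1*, had the highest value, and *Rel3*, with *Pen* closest, lay between *Inv2* and *Rel2*, in which *Pen* is at *PDE*. Of the 18 triangles of the same size elsewhere in the captured region, 2 had a difference as large as the locus in *Inv1*. In *Inv2* and *Rel3* it was 10 of 18, and in *Rel2* 9 of 18. The SD over these triangles was 0.139 in *Inv1*, 0.155 in *Inv2*, 0.172 in *Rel2* and 0.178 in *Rel3*. The steps from *Inv1* to *Inv2* and to *Rel3* exceed these. The step from *Inv1* to *Rel2* and those among *Inv2*, *Rel2* and *Rel3* do not. The triangles are 520 kb wide and placed every 100 kb, so that neighbours overlap and are not independent. Their SD is a spread between regions of 1 pair of maps and not the error of a step between alleles. With tiles of 25 kb, the setting that moved the difference over the locus most, it was 1.63 in *Inv1*, 1.26 in *Inv2*, 1.57 in *Rel2* and 1.16 in *Rel3*. With pairs at least 50 kb apart it was 1.24, 1.07, 1.08 and 1.06, so that *Rel3* had the lowest value in both of these settings.

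**Figure D4:**
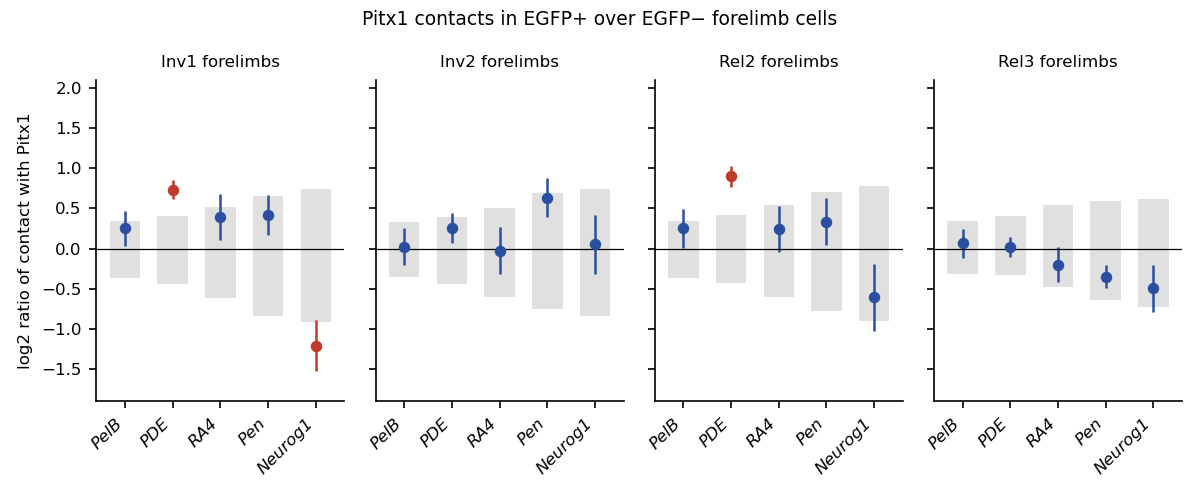
Log2 ratio of the contact of *Pitx1* with each element in EGFP+ over EGFP− forelimb cells of 4 alleles. Bars are 95% counting intervals, grey boxes the central 95% of windows elsewhere at similar distance, and the points outside them, *PDE* and *Neurog1* in *Inv1* and *PDE* in *Rel2*, are red.

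**Figure D5:**
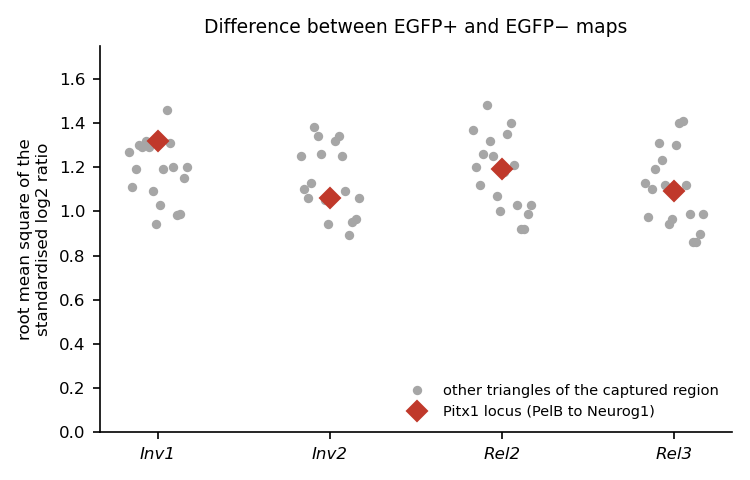
Root mean square of the standardised log2 ratio between EGFP+ and EGFP− maps, in the *Pitx1* locus (red diamonds) and in 18 triangles of the same size elsewhere in the captured region (grey points). In each of the 4 alleles, some of the grey points lie above the diamond.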

We further explored whether changes in chromatin topology are associated with changes in *cis*-regulatory element activities by performing H3K27ac Chromatin Immunoprecipitation (ChIP-seq) in *Pitx1*^*EGFP;Inv1*^, *Pitx1*^*EGFP;ΔPen*;*Rel2*^ and *Pitx1*^*EGFP;ΔPen*;*Rel3*^ EGFP+ cells, as well as in *Pitx1*^*EGFP;Inv1*^ EGFP- cells as a control (Supplementary Fig. 5). As expected in *Pitx1*^*EGFP;Inv1*^ EGFP- cells, we did not observe H3K27ac at *Pitx1* promoter, nor at several enhancers aside of *Pen*. In contrast, we observed a strong enrichment of H3K27ac at the *Pitx1* promoter in EGFP+ cells across alleles. In both *Pitx1*^*EGFP;Inv1*^ and *Pitx1*^*EGFP;ΔPen*;*Rel2*^ EGFP+ cells, there was an increase in H3K27ac coverage at *PDE*, a region interacting with *Pitx1* in both alleles. In *Pitx1*^*EGFP;ΔPen*;*Rel3*^ EGFP+ cells, only the region adjacent to the *Pen* relocation showed a clear acetylation signal (Supplementary Fig. 5). Finally, we also noted that in the two relocation alleles, the loss of *Pen* at its endogenous genomic location resulted in decreased H3K27ac spreading around it, while an increase around the *Pen*-relocated region was observed, showcasing the spreading potential of the histone mark. In summary, the increased chromatin contacts observed in C-HiC data involved regions marked by H3K27ac and therefore imply a type of homotypic interaction.

### Targeted activation of *Pitx1* does not induce topological change

In the context of SV-induced *Pitx1 endo*-activation, the relocation of the *Pen* enhancer associates with changes in transcriptional activity and genome topology (See Fig. 5 and Supplementary Fig. 5). Because both events occur in the same cells, it is unclear whether it is the transcription of the locus that induces the 3D topological changes or whether these occur independently. To assay whether ectopic activation of *Pitx1* is sufficient to induce changes in the locus topology, we first developed an in vivo dCas9-P300 activator targeted to the *Pitx1* promoter. To achieve specific expression of the activator in cell clusters permissive to *Pitx1* expression (See Fig. 4), we integrated the dCas9-P300 transgene preceded by a minimal promoter, as a sensor, upstream of the *Shox2* gene promoter to produce *Shox2*^*dCas9P300/+*^ mESCs (Fig. 6A). We selected *Shox2* because of its similar expression specificity with *Pitx1* in developing hindlimbs (correlation coefficient=0.577, *p*-value = 0.001, where the *p*-value is the probability for the correlation coefficient to be negative). To direct the dCas9-P300 activator to *Pitx1*, we integrated two sgRNAs that target the *Pitx1* transcriptional start site (TSS) at the *ColA1* locus to produce *Shox2*^*dCas9P300/+*^*;ColA1*^*TSSsgR/+*^ ESCs (Fig. 6A)^27^.

**Fig. 6:**
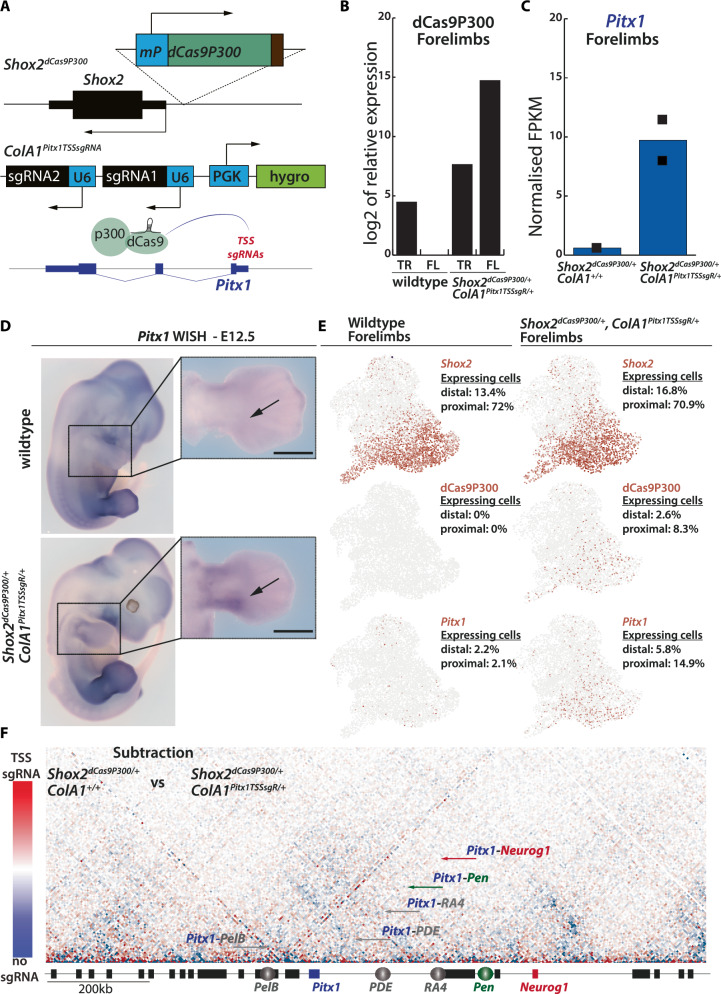
dCas9P300 induces *Pitx1* expression in forelimbs without topological changes. **A** A dCas9-P300 cassette was inserted as a sensor upstream of the *Shox2* promoter, two sgRNAs to target dCas9 activity were integrated at the *ColA1* safe harbour locus through an FRT-mediated recombination. **B** RT-qPCR of dCas9P300 in wildtype and *Shox2*^*dCas9P300/+*^*;ColA1*^*TSSsgR/+*^ E12.5 forelimbs (FL) and trunk (TR) tissues. The values represent a log2 fold change compared to wildtype forelimb that was set to 1. **C** Normalised *Pitx1* FPKMs in *Shox2*^*dCas9P300/+*^*;ColA1*^*+/+*^ and *Shox2*^*dCas9P300/+*^;*ColA1*^*TSSsgR/+*^ (Supplementary Data 6). Black squares indicate each biological replicate (*n* = 2). Source data are provided as a Source Data file. **D** Whole Mount In-Situ Hybridization (WISH) of *Pitx1* in wildtype and *Shox2*^*dCas9P300/+*^*;ColA1*^*TSSsgR/+*^ forelimbs. Note the proximal gain of *Pitx1* expression (black arrow; pattern observed in 4/4 embryos). Scale bars: 1 mm. **E** Individual UMAPS of scRNA-seq data from wildtype and *Shox2*^*dCas9P300/+*^*;ColA1*^*TSSsgR/+*^ forelimbs showing the distribution of *Shox2*, *Pitx1* and dCas9P300 expressing cells as well as the respective percentage of expressing cells in proximal forelimb (proximal) and distal forelimb (distal). **F** Subtraction of *Shox2*^*dCas9P300/+*^*;ColA1*^*TSSsgR/+*^ (TSS sgRNA) and *Shox2*^*dCas9P300/+*^*;ColA1*^*+/+*^ (no sgRNA) E12.5 proximal forelimbs C-HiC maps. Contacts that are more frequent in TSS sgRNA are colored in red, and those more frequent in no sgRNA are colored in blue (See scale bar on the left). Contacts between *Pitx1* and *Pen* are shown with a green arrow, *Pitx1* contacts with *PelB*, *PDE* or *RA4* are shown with grey arrows, the *Pitx1*-*Neurog1* contact is shown with a red arrow. Note the absence of visible change. Corresponding individual C-HiC maps are shown in Supplementary Fig. 7 (*n* = 1).

We then derived E12.5 *Shox2*^*dCas9P300/+*^*;ColA1*^*TSSsgR/+*^ embryos using tetraploid aggregation^22^. Using RT-qPCR we could detect dCas9-P300 transcripts in forelimbs but not in the embryonic trunk, confirming the expression specificity of the sensor (Fig. 6B). Using RNA-seq, we measured *Pitx1* expression in *Shox2*^*dCas9P300/+*^*;ColA1*^*+/+*^ and *Shox2*^*dCas9P300/+*^*;ColA1*^*TSSsgR/+*^ forelimbs and could detect a 15-fold upregulation of the gene in the latter (Fig. 6C, Supplementary Data 6**)**. As observed by whole mount in-situ hybridization (WISH), the expression pattern of *Pitx1* was localized to the proximal forelimb and reminiscent of *Shox2* expression in E12.5 forelimbs (Fig. 6D). Single-cell RNA-seq revealed that *Pitx1* was expressed in 9% of ^*dCas9P300/+*^*;ColA1*^*TSSsgR/+*^ forelimb mesenchyme compared to 2% of wildtype counterparts^21^. Moreover, we could generally observe that, *Pitx1* and *Shox2* expression domains colocalized in proximal clusters (*Pitx1*-*Shox2* correlation in the entire *Shox2*^*dCas9P300/+*^*;ColA1*^*TSSsgR*^ forelimb=0.441 *p*-value = 0.0005, where the *p*-value is the probability for the correlation coefficient to be negative Fig. 6E, Supplementary Fig. 6).

We next tested whether the gain of *Pitx1* transcription would elicit a change in 3D conformation of the locus. 

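The sensor expresses dCas9-P300, a catalytically inactive Cas9 fused to an acetyltransferase, from the *Shox2* locus. Its sgRNAs were matched to GRCm39. GGGTGGGCCTCGGTGGGAGG lies on the plus strand of chromosome 13 from 55979112 to 55979131 and GCGAGTGAGCAAGCGAGCGA from 55979161 to 55979180, each next to the PAM GGG and with 1 exact site in the genome. Both sites overlap the UTR of *Pitx1* and an intron of Gm47071, 117 and 68 bp downstream of the start of the canonical *Pitx1* transcript and 49 bp apart. The supplement names them by 75 and 124 bp upstream of the TSS, which does not match the start used here. A start 192 bp further into the gene fits both names, and 0 annotated *Pitx1* transcripts begin at it. The C-HiC map without sgRNA held 2449455 read pairs and the map with the TSS sgRNAs 2538874. Each comes from unsorted proximal forelimb cells, in which active and inactive cells are mixed. The sample labels of these maps, and of the wildtype and *Eed*-/- maps, say bulk limb. That the tissue is proximal is taken from the paper. Windows, scaling and background were as for the sorted cells.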

To enriched for *Pitx1* transcriptionally active cells, we micro-dissected E12.5 proximal forelimbs of *Shox2*^*dCas9P300/+*^*;ColA1*^*TSSsgR/+*^ (14.9% of *Pitx1*-expressing cells) and *Shox2*^*dCas9P300/+*^*;ColA1*^*+/+*^ (2.1% of *Pitx1*-expressing cells as defined in wildtype forelimb scRNA-seq) and performed C-HiC (Supplementary Fig. 7). By comparing *Shox2*^*dCas9P300/+*^*;ColA1*^*TSSsgR/+*^ and *Shox2*^*dCas9P300/+*^;*ColA1*^*+/+*^ C-HiC maps we did not observe change in locus interactions (Fig. 6F), suggesting that pronounced increases in topological contacts with *PelB*, *PDE*, *RA4*, and *Pen* are not driven by direct *Pitx1* activation. It is nevertheless possible that subtle changes may have been missed due to the small proportion of active cells in the sample studied.

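With the TSS sgRNAs, 0 of the 5 *Pitx1* contacts lay outside the background range, and 0 did under each of the 10 alternatives. The log2 ratio over the map without sgRNA was 0.24 for *PDE* (95% counting interval 0.09 to 0.38), at percentile 91.5 of the background windows. It was 0.18 for *PelB* (−0.05 to 0.40), −0.0028 for *RA4* (−0.25 to 0.25), −0.10 for *Pen* (−0.43 to 0.22) and 0.01 for *Neurog1* (−0.35 to 0.36). The *Neurog1* contact was already low without sgRNA, with an observed over expected value of 1.64 against 4.85 in wildtype. Its ratio therefore says little about a loss on activation. The single pair of 5 kb bins moved *Pen* most, to 0.41. The difference over the whole locus was 0.91, and 15 of the 18 other triangles had a value as large. In simulated pairs of maps with 2000000 read pairs each, a log2 change of 1 left the background range in 97.1% of 174 contacts and a change of 0.5 in 37.4% of 174 contacts. The changes are averaged over all cells, and the shares pool the 5 contacts in maps drawn from the wildtype map. Between the maps with and without sgRNA, the upper bound of the range was 0.606 at *Pen* and 0.703 at *Neurog1*. A rise of 0.5 at these contacts would lie inside it. The paper counts 14.9% *Pitx1*-expressing cells with the TSS sgRNAs. For limbs without sgRNA it takes a share of 2.1% such cells from wildtype forelimb scRNA-seq. Contact 2 times as high in these cells only, and equal in all others, gives a log2 ratio of 0.17 between the maps, below both simulated sizes and inside the counting intervals of all 5 ratios. The maps do not exclude such a change. From the absence of change, the paper proposes that direct activation of *Pitx1* does not drive pronounced increases in these contacts.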

### Loss of PRC2 induces *Pitx1* forelimb transcription without increasing enhancer-promoter contacts

Because the targeted activation of *Pitx1* affected a limited proportion of forelimb cells, subtle topological changes could be missed. Therefore, we used a different approach to activate *Pitx1* transcription and asked whether removal of PRC2-mediated polycomb repression would be a more effective method. PRC2 is a multiprotein complex made of several subunits including the H3K27me3 reader EED which enables the spreading of the mark over chromatin domains^28^. Here we exploited a conditional *Eed* floxed allele combined to a full *Eed* knock out, and a limb-specific mesenchymal CRE driver (*Prx1-CRE;Eed* ^*flox/-*^) to assess the effect of its loss on both *Pitx1* transcription and locus structure^29–31^.

Through WISH, we could observe a strong gain of *Pitx1* expression in proximal *Prx1-CRE;Eed* ^*flox/-*^ E12.5 forelimbs (Fig. 7A). We then re-analysed RNAseq data and observed a 27-fold upregulation of *Pitx1* in mutant forelimbs compared to wildtype littermates (Fig. 7B, Supplementary Data 7)^30^. As expected, in proximal E12.5 forelimb, a decrease in H3K27me3 could be detected throughout the locus (Fig. 7C)^32^. It is also interesting to note that despite the loss of H3K27me3 at *Neurog1*, the gene, unlike *Pitx1*, was not ectopically transcribed in forelimb cells, underlying cell-specificity as a requirement for mis-activation of genes (Fig. 7C). The decrease of H3K27me3 at *Pitx1* also coincided with the accumulation of the active H3K27ac mark at the gene promoter and *PDE* (Fig. 7C, black arrows)^30,32^. This shows that, at *Pitx1*, the removal of PRC2 repression results in the activation of the locus.

**Fig. 7:**
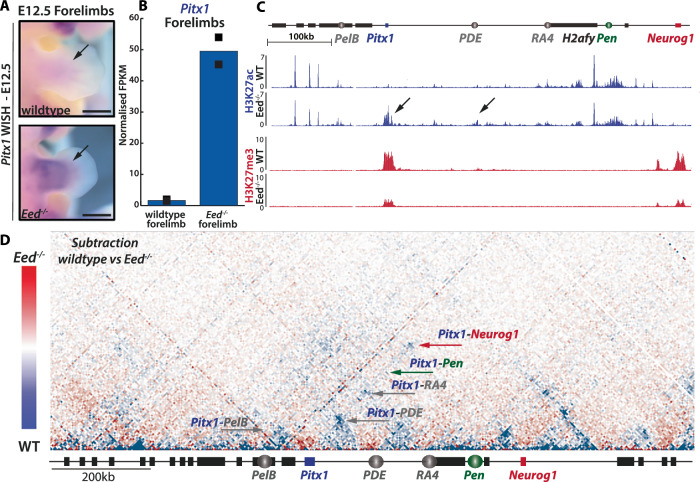
PRC2 loss activates *Pitx1* transcription in forelimbs without increasing enhancer-promoter contacts. **A** *Pitx1* Whole Mount In-Situ Hybridization (WISH) of E12.5 wildtype and *Prx1-Cre;Eed*^*flox/-*^ (*Eed*^*-/-*^) forelimbs. Note the strong proximal gain of *Pitx1* expression (black arrow). Scale bars: 1 mm. **B** Normalised FPKMs of *Pitx1* in E12.5 wildtype and *Prx1-CRE;Eed*^*flox/-*^ (*Eed* ^*-/-*^) forelimbs. Black squares indicate each biological replicate (*n* = 2) **(**Supplementary Data 7). Source data are provided as a Source Data file. **C** ChIP-seq of H3K27ac (first two tracks) and H3K27me3 (two last tracks) show an accumulation of H3K27ac at the *Pitx1* locus (black arrows) in proximal *Prx1-Cre;Eed*^*flox/-*^ (*Eed*^*-/-*^) compared to wildtype (WT) forelimbs and an overall reduction of H3K27me3 signal. **D** Subtraction of wildtype and *Prx1-Cre;Eed*^*flox/-*^ (*Eed*^*-/-*^) E12.5 proximal forelimbs C-HiC maps. Contacts more frequent in *Eed*^*-/-*^ are colored in red, and those more frequent in widtype are colored in blue (See scale bar on the left). Contacts between *Pitx1* and *Pen* are shown with a green arrow, *Pitx1* contacts with *PelB*, *PDE* or *RA4* are shown with grey arrows, the *Pitx1*-*Neurog1* contact is shown with a red arrow. Corresponding individual C-HiC maps are shown in Supplementary Fig. 8 (*n* = 1).

We then explored whether the loss of PRC2 repression results in a change of topological organisation of the locus (Supplementary Fig. 8). 

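EED is a core subunit of PRC2, the complex that deposits H3K27me3, and the *Prx1-Cre* driver removes it from limb mesenchyme. The map of wildtype E12.5 proximal forelimbs held 5849817 read pairs, the most of the 15 maps, and the *Eed*-/- map 3638032. In *Eed*-/-, 16% of the contact between bins spanned more than 500 kb, against 11.1% in wildtype and 9.97 to 13.5% in the other 13 maps. Scaling by subdiagonals removes this difference in decay from the ratios.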

First, as expected from previous work^33^, we observed a reduction of the *Pitx1*-*Neurog1* PRC2-associated contact in *Prx1-Cre;Eed* ^*flox/-*^ proximal forelimbs compared to wildtype (Fig. 7D). However, similarly to the dCas9-P300 C-HiC data, we did not observed a gain of interactions between *Pitx1* and its enhancers in *Prx1-Cre;Eed* ^*flox/-*^ forelimbs (Fig. 7D). 

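The *Pitx1*-*Neurog1* contact had a log2 ratio of −0.51 in *Eed*-/- over wildtype (95% counting interval −0.67 to −0.35), with 531 and 948 read pairs. It lay at percentile 3.14 of the background windows, inside the range, whose lower bound was −0.55. With the maps scaled by their totals, the ratio was −0.33. With the map without sgRNA as reference, a comparison added after seeing the data, it was 1.06 (0.78 to 1.34), in the other direction. That map comes from dCas9-P300 embryos, not from the *Eed* cross, and had an observed over expected contact of 1.64. It is not the control the paper uses for *Eed*-/-, so this comparison does not settle the direction. Observed over expected contact was 3.40 (3.10 to 3.70) in *Eed*-/- and 4.85 (4.53 to 5.17) in wildtype.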

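None of the 4 ratios of *Eed*-/- over wildtype at *PelB*, *PDE*, *RA4* and *Pen* had a counting interval above 0. The highest was that of *Pen*, a log2 ratio of 0.01 (95% counting interval −0.19 to 0.22), with 358 read pairs in *Eed*-/- and 483 in wildtype. The difference over the whole locus was 0.865, and 16 of the 18 other triangles had a value as large.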

In fact, we observed a relative loss of the contacts with *PelB, PDE, RA4* and *Pen*, which suggests that PRC2 loss leads to a disorganisation of the locus topology. 

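The log2 ratio of *Eed*-/- over wildtype was −0.51 for *PDE* (95% counting interval −0.62 to −0.39) and −0.43 for *PelB* (−0.61 to −0.25), both below the background range. It was −0.18 for *RA4* (−0.37 to 0.01), where a loss was not detectable at this depth. The *Pen* ratio stayed between −0.14 and 0.13 over the alternatives. With *PelB* placed 75 kb from *Pitx1* in place of 90 kb, its ratio was −0.18 and inside the range. The single pair of 5 kb bins moved *RA4* most, to −0.56, also inside the range.

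**Figure D6:**
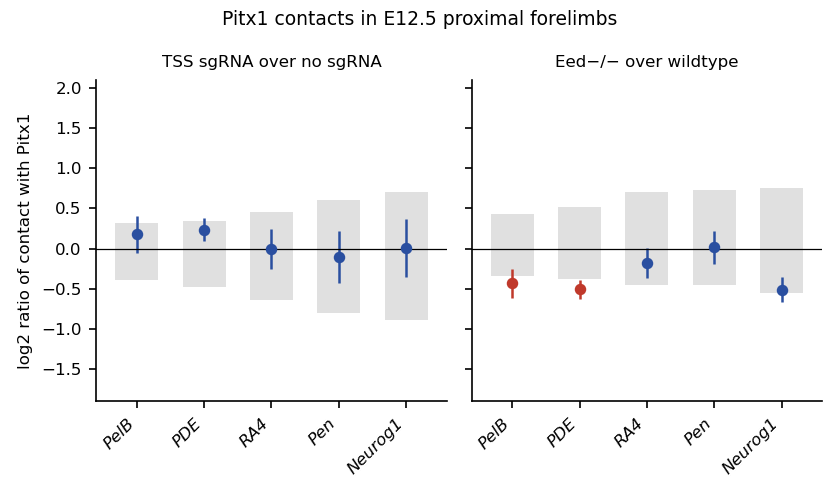
Log2 ratio of the contact of *Pitx1* with each element in proximal forelimbs, TSS sgRNA over no sgRNA and *Eed*-/- over wildtype. Bars are 95% counting intervals, grey boxes the central 95% of windows elsewhere at similar distance, and red points lie outside them, which *PelB* and *PDE* do in *Eed*-/-.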

We concluded that loss of PRC2 leads to *Pitx1* activation independently from increased enhancer-promoter interactions.

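Observed over expected contact of *Pitx1* with *PDE* was 1.68 (95% counting interval 1.57 to 1.80) in *Eed*-/- and 2.40 (2.29 to 2.51) in wildtype forelimbs. With *PelB* it was 0.87 (0.781 to 0.958) and 1.17 (1.09 to 1.25). From the upregulation of *Pitx1* without a gain of these contacts, the paper concludes that activation after loss of PRC2 is independent of increased enhancer-promoter interactions.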

## Discussion

In this work, we show that changes in the relative positioning between *Pitx1* and its *Pen* enhancer associate with a variable proportion of overexpressing cells in developing forelimbs. Within this active cell population, the levels of *Pitx1* expression do not increase with enhancer-promoter proximity but rather reach a conserved threshold of activation. This finding aligns with previous studies showing that enhancers primarily regulate transcription by increasing bursting frequency rather than bursting size^34,35^. Moreover, it suggests that once activation is achieved at the *Pitx1* locus it is done so at its full transcriptional potential where *Pitx1* promoter activity is saturated. However, the bimodal distribution of active and repressed cells contrasts with findings from other studies in mESCs, where enhancer repositioning led to a unimodal gene activation with varying transcriptional intensity, and that rarely left a proportion of cells in a repressed state^36,37^. This difference could stem from the heterogeneity of in vivo tissues or the specific nature of the *Pen/Pitx1* functional interactions.

Changes in *Pitx1*-*Pen* distance and its associated variation in the proportion of cells ectopically expressing *Pitx1*, but not in *Pitx1* transcription per allele, provide a mechanistic framework to account for the variation in Liebenberg syndrome severity among cases described so far. Here, we have shown that the more a SV reduces the *Pen*-*Pitx1* distance, and consequently the number of intermediate CTCF sites, the higher the proportion of forelimb *Pitx1* overexpressing cells will be and the more severe the skeletal defects. Similarly, patients with SVs inducing a short genomic distance and few intermediate CTCF binding between *Pitx1* and *Pen* displayed more severe malformations (Supplementary Fig. 1 and 9). In general, variability in rare disease severity has already been described in a few cases. For instance, several overlapping deletions at the *Epha4* locus, that induce rewiring of enhancers toward the *Pax3* gene, result in brachydactyly and variable hand defects^9^. Here, the proportion of cells affected by the *Pax3* overexpression in the distinct SVs could explain the variability in phenotypical outcome. In another reported case, different duplications at the *Ihh* locus, leading to variable increases of gene expression in developing limbs, were also shown to result in variable syndactyly phenotypes. Moreover, LacZ analysis of *Ihh* in the mutants indicated broadened expression domains of the gene, suggesting that increase in expression could be due to more cells ectopically activating *Ihh*^38^. Therefore, although our data provides a mechanism for variation in the Liebenberg syndrome, it could be applied to other syndromes linked to ectopic gene transcription.

In a previous study, we have shown that the homozygous loss of *Pen* did not result in a full *Pitx1* loss-of-function in hindlimbs, but in a 30% reduction of *Pitx1* transcription (Rouco et al., 2021). This hindlimb loss was mostly the result of a fraction of cells from all mesenchymal clusters, without further specificity, not displaying any *Pitx1* transcription. It was therefore hypothesised that *Pen* acts as a “support” enhancer enabling the robust *Pitx1* transcriptional initiation in the mesenchyme. In this perspective, other regions would act to provide more cell-type specificity, such as RA4 that was recently described as a chondrogenic enhancer^39^. This is similar to what happens during *endo*-activation, where *Pen* activates *Pitx1* in all forelimb mesenchymal clusters without further specificity. Together, *Pen*-dependent loss and gain of *Pitx1* expression pinpoint to the same role for *Pen*: to act as a *pan*-mesenchymal enhancer with the ability to trigger robust transcriptional onset at the *Pitx1* locus. As in hindlimbs other enhancers are required to further define *Pitx1* cell-type specific expression, it remains to be shown whether other local enhancers, such as *RA4* which is also active in forelimbs, contribute to the final *Pitx1 endo*-activated expression in forelimbs.

By comparing the locus 3D topology in active and inactive cells, we observed that alleles driving *Pitx1* expression in a limited proportion of cells displayed the most extensive topological changes. Specifically, in the smallest inversion, *Pitx1*^*EGFP;Inv1*^, multiple enhancer-promoter contact are observed in transcriptionally active cells involving interaction between *Pitx1* and *Pen* but also with *PelB*, *PDE* and *RA4*. This configuration is similar to the previously described stack configuration that occur, in fact, only in a fraction of *Pitx1*-expressing hindlimb cells^40^. 

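Of the 528 tiles of the locus, 12.7% had a standardised log2 ratio beyond 2 in either direction between EGFP+ and EGFP− cells of *Inv1*. The share was 9.47% in *Rel2*, 8.14% in *Rel3* and 5.68% in *Inv2*.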

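In EGFP+ cells of *Inv1*, observed over expected contact of *Pitx1* was 4.47 with *PDE* (95% counting interval 4.24 to 4.70), 2.48 with *Pen* (2.19 to 2.76), 1.51 with *RA4* (1.31 to 1.72) and 1.31 with *PelB* (1.17 to 1.46). In EGFP− cells it was 2.69 (2.52 to 2.86), 1.86 (1.62 to 2.09), 1.15 (0.986 to 1.32) and 1.11 (0.986 to 1.22) with the same elements.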

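In *Rel3* forelimbs, observed over expected contact of *Pitx1* with *PDE* was 2.15 in EGFP+ and 2.12 in EGFP− cells. With *RA4* it was 1.33 (95% counting interval 1.18 to 1.48) and 1.52 (1.36 to 1.69), and with *PelB* 1.14 and 1.09.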

In the other extreme, when the *Pen* enhancer was introduced directly upstream of *Pitx1*, in *Pitx1*^*EGFP;ΔPen;Rel3*^, topologies were very similar between inactive and active cells. Together these data suggest that genetic configurations that reduce the searching space of the *Pitx1* promoter to find *Pen*, i.e. where the *Pen*-*Pitx1* contact is a very probable choice, are more likely to initiate transcription and therefore to result in *Pitx1* expression in a larger proportion of cells.

These changes in topology can be either the consequence of *Pitx1* transcriptional activation or an independent process required to activate and sustain *Pitx1* transcription. 

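With the TSS sgRNAs, observed over expected contact of *Pitx1* was 2.47 with *PDE* (95% counting interval 2.30 to 2.63), 1.34 with *Pen* (1.13 to 1.55), 1.52 with *RA4* and 1.19 with *PelB*. Without sgRNA it was 2.08 (1.92 to 2.24), 1.45 (1.22 to 1.68), 1.53 and 1.05. In *Eed*-/- forelimbs, it was 1.38 with *RA4* and 1.69 with *Pen*, against 1.57 and 1.67 in wildtype.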

Here, our dataset can exclude the first possibility as the ectopic transcriptional activation of the *Pitx1* promoter via an exogenous dCas9-P300 activator or via the alteration of PRC2 activities did not result in a gain of enhancer-promoter contacts. This finding is consistent with similar results from targeted transcriptional activator approaches at other loci^26,41^, reinforcing our results and raising further questions about how enhancer-promoter contacts are established in transcriptionally active cells. A recent study focusing on the *Pitx1* locus suggested that this process is controlled by changes in the loop extrusion process^40^. In fact, such changes might be directly influenced by the presence of RNA polymerase II at promoters and enhancers^42^, a model that would account for the observed topological changes at *Pitx1*. However, this hypothesis seems unlikely, as neither ectopic transcription of *Pitx1* nor the endogenous activity of the *Pen* enhancer in forelimbs, both involving RNA polymerase II binding, is sufficient to drive these contacts. It is therefore plausible that other mechanisms related to *Pitx1* transcriptional activity influence loop extrusion. An alternative explanation could involve the formation of micro-compartments^43^, independently of loop extrusion, facilitated by transcription factors. This model is supported by the observed loss of enhancer-promoter interactions in *Hoxc* genes or *Pitx1* knockout limbs^4^. In summary, our results demonstrate that transcription does not induce enhancer-promoter contacts at the *Pitx1* locus. Yet, such contacts, whether formed by loop extrusion or micro-compartments, could be essential to initially alter the state of the *Pitx1* promoter through its de-repression, and potentially to sustain its expression later on.

## Methods

### Animal procedures

Animal work performed in Geneva adheres to all relevant ethical regulations of the University of Geneva and follows procedures approved by the animal care and experimentation authorities of the Canton of Geneva, Switzerland (animal protocol numbers GE/89/19 and GE192A). Animal work performed at the Institut de Recherches Cliniques de Montréal (IRCM) was reviewed and approved by the IRCM animal care committee (protocols 2020-01 and 2021-04).

### Genetically engineered alleles

Engineered alleles using CRISPR/Cas9 technology were created in accordance with the methodology outlined in ref. ^44^. sgRNAs were designed using the Benchling software, selecting them based on predicted on-target and off-target scores. 

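The guide for the *Rel3* insertion matches GRCm39 without its first base, as AACAGTTGAGTCGAATCTGG, on the plus strand of chromosome 13 from 55986461 to 55986480. It lies next to the PAM TGG, in an intron of the lncRNA Gm47071, and 7.2 kb upstream of the start of the canonical *Pitx1* transcript. The guide for the dCas9-P300 sensor, GTTCGGAAGATCCTAAAAGG, lies on the minus strand of chromosome 3 from 66890056 to 66890075, next to the PAM AGG. Its site is in an intron of *Rsrc1*, 0.8 kb upstream of the start of the canonical *Shox2* transcript.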

Detailed information on all sgRNAs and their corresponding genomic locations for CRISPR–Cas9 can be found in Supplementary Data 8. The sgRNAs were sub-cloned into the pX459 plasmid from Addgene, with 8 μg of each vector utilized for the transfection of mESCs. Standard procedures for mESCs culture and genetic editing, were followed. The *Pitx1*^*EGFP*^ mESCs clone used was previously described in ref. ^20^. Requests for transgenic G4 ESCs clones can be accommodated. C2 cells were engineered by frt-flippase system for recombination at the *ColA1* locus. C2 cells were transfected with 8 μg of recombination plasmid and 1 μg of FLP-recombinase plasmid. Transfection was done with Lipofectamine LTX-Plus (Thermo Fischer, 15338030) following the manufacture’s transfection protocol. All primers used to characterise the alleles can be found in Supplementary Data 8.

### Culture of mESC cells and aggregation

G4 (129/sv x C57BL/6 F1 hybrid, male) and C2 (C57B/6 and 129svJae F1 hybrid, male) mouse ESCs, obtained from the Nagy laboratory (http://research.lunenfeld.ca/nagy/?page=mouse%20ES%20cells), were cultured on male and female CD1 feeders with complete growth medium supplemented with 1000 U/mL LIF (Murine Leukaemia Inhibitory factor ESGRO^TM^(10^7^U/ml, Chemicon #ESG1107). Embryos were derived by tetraploid complementation from G4 and C2 ESCs. The mESCs were thawed and grown for two days. Donor tetraploid embryos were provided from in vitro fertilisation using the c57bl6J x B6D2F1 background. Aggregated embryos were transferred into CD1 foster females. Sample size calculation was not performed as there was no prior knowledge of percentages of GFP positive cells in forelimbs and numbers of embryos harvested per tetraploid aggregation. Therefore sample sizes were chosen relative to the numbers of GFP positive cells needed to perform experiments.

### Skeletal preparation

Skeletal preparation was performed as follows. E18.5 sacrificed foetuses were heat-shocked in H2O at 70 °C for 30” and skin and viscera were removed. This was followed by fixation in 100% EtOH at room temperature overnight and then in 100% acetone overnight at room temperature. Embryos were then stained in Alcian Blue (150 mg/l Alcian Blue 8GX Sigma-Aldrich) overnight at room temperature. Alcian Blue was removed and foetuses were washed with 100% EtOH and placed in Alzarin Red (50 mg/l Sigma Aldrich) in 0.2% KOH over two days. Finally, the remaining tissues were digested in 1% KOH with visual inspection and skeletons were stored in 0.2%KOH-30% glycerol for imaging and then long-term in 60% glycerol.

### Whole mount in situ hybridization

*Pitx1* WISH was performed on E12.5 embryos with a digoxigenin-labelled *Pitx1* antisense probe designed from a cloned antisense probe (PCR DIG Probe Synthesis Kit, Roche 11636090910). Experimental procedure followed the protocol outlined in ref. ^4^.

### Imaging

Embryos were imaged in PBS and skeletons in 0.2%KOH-30% glycerol on an Axio Zoom V16 (ZEISS) microscope. GFP laser exposure was set to 3000 ms.

### Preparation of single-cell limb suspension

E12.5 limb tissues were microdissected in cold PBS and pooled for processing. To maintain efficiency in downstream experiments, no more than 6 limbs were pooled together at a time. The tissues were dissolved in 400 μL Trypsin-EDTA and 40 μL 2.5% BSA (Sigma Aldrich, A7906-100G) over 12 min at 37 °C in a Thermomixer set at 1500 rpm, with a brief resuspension at the 6-min mark. Trypsin was quenched by adding 400 μL 2.5% BSA, and the homogenised tissue was passed through a 40μm cell strainer. An additional volume of 2.5% BSA was passed through to collect any remaining cells. The collected cells were then centrifuged 5’ at 4 °C and 400 x g, followed by resuspension in 1% BSA. If H3K27ac ChIP was planned as a downstream experiment, 5 mM NaButyrate (Sigma Aldrich, 303410) was added to the 1% BSA.

### Preparation for single-cell RNA-seq and library construction

Following the preparation of a single-cell limb suspension, cells were counted using an automated counter and resuspended to achieve a concentration of 1400 cells/μL. 50 μL of this suspension were provided to the iGE3 Genomic Platform for 10X Library Preparation. The platform performed library preparation for *Pitx1*^*Inv1+/-*^ using the Chromium Single Cell 3’ GEM, Library & Gel Bead Kit v3.0 following the manufacturer’s protocol. Libraries were pair-end sequenced on an Illumina HiSeq 4000 with approximately 8029 cells loaded on a Chromium Chip. For *Shox2*^*dCas9P300/+*^*;Cola1*^*TSSsgR/+*^ library preparation was done using the Chromium Single Cell 3’ GEM, Library & Gel Bead Kit v3.1 following the manufacturer’s protocol. Libraries were pair-end sequenced on an Illumina NovaSeq 6000 with approximately 10,141 cells loaded on a Chromium Chip.

### Cell sorting

Fluorescence-activated cell sorting (FACS) was employed to identify and sort distinct cell populations in this study, utilizing the Biorad S3 with GFP laser (excitation wavelength 488 nm). To eliminate debris from the analysis, FCC/FCS settings were established between 30/40 and 230/220. The viability stain Draq7 was employed to distinguish live cells, and standard protocols were applied to select for singlets. For each sample, a negative control tissue, the embryo’s tails, was included to ensure the purity of the GFP- positive population. Moreover, the gating of GFP- positive populations was consistently applied across multiple experiments to ensure the selection of uniform populations and mitigate variability in GFP intensity over time. FlowJoTM Software was utilized for exporting the analysis in histogram format.

### Cell processing for ChIP-seq and C-HiC

After sorting, cells were suspended in 1% BSA and then centrifuged 5’ at 400 x g at 4 °C in a tabletop centrifuge. The supernatant was discarded, and cells were resuspended in 10% FCS/PBS before fixation at room temperature. For ChIP, 1% formaldehyde was used, and for C-HiC, 2% formaldehyde was applied, both for a duration of 10’ with rolling. Fixation was quenched by adding 1.45 M cold glycine, followed by centrifugation at 1000 x g, 8’, 4 °C. Cells were then resuspended in cold lysis buffer (10 mM Tris, pH 7.5, 10 mM NaCl, 5 mM MgCl2, 1 mM EGTA, Protease Inhibitor (Roche, 04693159001)). After 10’ of incubation on ice, fixed nuclei were isolated through a 3-min centrifugation at 1000 x g at 4 °C, followed by washing in cold 1 x PBS buffer (1000 x g, at 4 °C for 1 min). The PBS was removed, and nuclei were stored at -80 °C.

### Cell processing for RNA-seq and library preparation

For bulk limb analysis, two independent limbs were microdissected and snap-frozen at -80 °C for subsequent total RNA extraction using the RNEasy Mini Kit (QIAGEN, 74134) following protocol. RNA quantification was performed with Qubit 2.0 (LifeTechnologies) and the RNA Broad Range Assay (Q10210).

For GFP population studies, after sorting, at least two replicates of 2.5 ×105 cells were pelleted 5’ at 400 x g, 4 °C. After removal of 1% BSA, cells were snap-frozen at -80 °C for total RNA extraction. RNA extraction was carried out with the RNEasy Micro Kit (QIAGEN, 74004) following the manufacturer’s instructions. Quantification was performed with Qubit and RNA High Sensitivity Assay (Q32852).

Library preparation and sequencing were conducted at the iGE3 Genomic Platform. RNA integrity was assessed with a Bioanalyzer (Agilent Technologies). The SmartSeq v4 kit (Clontech) was used for reverse transcription and cDNA amplification, following the manufacturer’s instructions, with 5 ng RNA as input. Library preparation followed with a 200 pg cDNA input, using the Nextera XT kit (Illumina). Libraries were assessed by Tapestation and Bioanalyzer with a DNA High Sensitivity Chip, 2 nM were pooled and sequenced on an Illumina NovaSeq 6000 sequencer using SBS TruSeq chemistry with an average of 35 million reads (single-end 50 bp) per library.

### RT-qPCR

RNA was extracted from forelimbs and trunks using the RNEasy Mini Kit (QIAGEN, 74134) and was converted into cDNA using the SuperScriptII RT kit (Invitrogen #18064-014), starting with 200 ng of RNA. The process utilized random hexamer primers (Thermo Scientific #S0142), DTT (Invitrogen Y00147), and RNaseOUT (Invitrogen 100000840). The amplification of cDNA was carried out with PowerUP™ SYBER Green Master Mix (Applied Biosystems A25742) and conducted on the QuantStudio 1 RT-PCR System from Applied BioSystems. The average CT values were standardized against the *Gapdh* housekeeping gene. The RT-qPCR primers for dCas9-P300 and *Gapdh* are detailed in Supplementary Data 8.

### Immunoprecipitation

Nuclei were sonicated to an average size of 200-500 bp fragments on a Bioruptor Pico Sonicator (Diagenode) for 8’ 30”ON/OFF cycles at 4 °C. Immunoprecipitation was performed with the α-H3K27Ac antibody (Diagenode C15410174) at a 1/500 dilution, 5 mM of Na-Bu was added to all buffers. Before sonication, magnetic beads were pre-cleared with 30 μL of Protein G beads (for H3K27ac – Invitrogen 10003D) and 0.25% BSA in PBS. After the addition of the antibody, the beads were left to rotate at 4 °C for at least 4 h. Unbound antibodies were removed, and following sonication, the chromatin was added to the beads and incubated rotating overnight at 4 °C. Unbound chromatin was then removed by seven washes in RIPA buffer and one in TE buffer. Chromatin was eluted and de-crosslinked overnight with the addition of 5 μL Proteinase K (10 mg/mL, Promega V3021). RNase A (4 μL, 10 mg/mL, ThermoFisher EN0531) treatment followed, and then phenol:chloroform:IAA extraction and precipitation. Chromatin was eluted in 50 μL H_2_O.

### Library preparation and sequencing

Library preparation was performed by the iGE3 Genomic Platform. The Illumina ChIP TruSeq protocol was followed with a < 10 ng DNA input, and libraries were sequenced as 50 bp single-end reads with the Illumina NovaSeq 6000 sequencer. Libraries were validated on Tapestation and Qubit fluorimeter, pooled as 2 nM, and sequenced with TruSeq SBS chemistry.

### Capture-HiC and library preparation

C-HiC experiments were conducted as singlets using an average of 1×10^6^ fixed nuclei for sorted cells and 3×10^6^ mESC cells. The experiments adhered to the protocol outlined in Kragesteen et al., 2018, and Paliou et al., 2019. In this process, chromatin underwent digestion with the DpnII enzyme (1000U total; NEB, R0543M) at 37 °C overnight, supplemented with 20% SDS and 20% Triton X-100. Subsequent ligation was carried out with 100U of ligase in a 1.15% Ligation buffer (ThermoFisher, EL0012) at 16 °C for 4 h, followed by 30 min at room temperature. The decrosslinking step occurred overnight at 65 °C with the addition of 30 μL Proteinase K (10 mg/mL, Promega V3021). RNAse A treatment (30 μL, 10 mg/mL, ThermoFisher EN0531), 45’ at 37 °C, was followed by phenol:chloroform:IAA extraction and an overnight precipitation. After precipitation, the DNA pellet was reconstituted in 150 μL Tris pH7.5. Total DNA quantification was performed using the Qubit High Sensitivity DNA Assay (Q32851).

### Preparation of 3 C library and sequencing

Libraries were prepared by the iGE3 Genomic Platform. In brief, chromatin was sheared, and adapters were ligated following the manufacturer’s protocol for Illumina sequencing (Agilent). Libraries underwent pre-amplification and hybridization on custom Sure Select beads spanning the chr13: 54,000,001–57,300,000 region, indexed for sequencing as 50 bp paired-end reads (Agilent). Once again, 2 nM of libraries were clustered for sequencing on an Illumina Novaseq 6000 with SBS TruSeq chemistry.

### Data analysis

**RNA-seq**.^45^(Brawand et al. ^45^)RNA-seq reads were processed using CutAdapt v1.18 to trim low-quality bases and NextSeq sequencing adapters (-a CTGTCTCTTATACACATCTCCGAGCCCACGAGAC, quality cutoff -q30 and minimum length required -m15). Unstranded reads were mapped to the relevant GRCm39/mm39 custom genome filtered GTFs (see *Custom Genomes* section below) with using the STAR 2.7.2b mapper with settings allowing for accurate gene quantification (--outSAMstrandField intronMotif--sjdbOverhang ‘99’ -- sjdbGTFfile $gtfFile--quantMode GeneCounts--outFilterType BySJout--outFilterMultimapNmax 20 -- outFilterMismatchNmax 999--outFilterMismatchNoverReadLmax 0.04--alignIntronMin 20 -- alignIntronMax 1000000--alignMatesGapMax 1000000--alignSJoverhangMin 8 -- alignSJDBoverhangMin 1). Output BigWig files were displayed on the UCSC genome browser. Counts were compiled from STAR counts using R 3.6.2, and FPKM were computed through Cufflinks 2.2.1 using the filtered GTFs created for this study (--max-bundle-length 10000000 -- max-bundle-frags 100000000 -- multi-read-correct--library-type “fr-firststrand” --no-effective-length-correction -M MTmouse.gtf). The code is available on https://github.com/bompadreolimpia/Bompadre_etal_2024.

Count normalisation and differential expression analysis was done following published pipelines (https://github.com/lldelisle/rnaseq_rscripts). Briefly, normalized FPKM values were calculated by first determining coefficients extrapolated from a set of 1,000 housekeeping genes known for their stable expression as defined from the comparison of a series of RNA-seq (Brawand et al. ^45^). The coefficients obtained were then applied to adjust the respective FPKM values. Differential expression analysis utilized the DEseq2 R package (version 1.38.3), with the Wald test for comparisons across samples and multiple test correction using the FDR/Benjamini-Hochberg test. Each analysis included two biological replicates per condition. Fold-enrichment of *Pitx1* and was calculated using DEseq2’s normalization by size factor. *Custom Genomes*. For RNA-seq analysis, custom mm39 genomes were generated using STAR 2.7.2b, incorporating an additional chromosome to accommodate the custom sequences of EGFP and SV40 polyA tails. The gft file was modified to specify these sequences as coding genes and exons. Cell Ranger 6.1.2 was utilized for single-cell RNA-seq analysis, creating a custom mm39_dCas9P300 genome by adding an extra dCas9P300-containing chromosome and customizing the reference gtf file. The code is available on https://github.com/bompadreolimpia/Bompadre_etal_2024.

**ChIP-seq**. Reads from ChIP-seq data generated for this study were pre-processed withCutAdapt v1.18 to trim low quality bases and TruSeq adapters (-a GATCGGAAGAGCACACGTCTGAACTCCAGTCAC, -q30 and -m15). Reads were then mapped to the reference GRCm39/mm39 genome using Bowtie2 2.3.5.1 with default settings. Only reads with mapping quality score (MAPQ) of 30 or above were retained by filtering with SAMtools v1.10. For coverage and peak analysis reads were extended by 200 bp and processed with MACS2 v2.2.7.1 (--broad --nolambda --broad-cutoff 0.05 --nomodel --gsize mm --extsize 200 -B 2). Coverage normalization was performed by MACS2, normalized by the number of million tags used by MACS2. BedGraphToBigWig v4 was used to convert files into BigWig format for visualization in the UCSC browser. Datasets of CTCF ChIP-seq of mouse embryonic E11.5 forelimb (Andrey et al., 2017) and human fetal limbs day 58/59 (ENCODE, annotation file set ENCSR191WSJ) were visualized in the UCSC browser. The code is available on https://github.com/bompadreolimpia/Bompadre_etal_2024.

**Capture-HiC**. Capture-HiC data analysis was done as follows. Paired-end reads were mapped against the reference NCBI37/mm9 genome using Bowtie2 v2.3.4.2 for mapping of short reads. Filtering, de-duplication, and processing of valid and unique di-tag pairs were performed with HiCUP v0.6.1 with default parameters for configuration file, but adding Nofill: 1 as an additional parameter^46^. 

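The deposited values of each map add up to the same sum in every bin, from 4554.2 in the *Inv1* mESC map to 15460 in the wildtype forelimb map, so that the sum follows the depth of the library. Over the 15 maps, 64.5 to 86.4% of the 218130 possible bin pairs had at least 1 read pair. In each map, 2 or 3 bins carried no value.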

Valid and unique read pairs were then processed with Juicer Tools v1.9.9 to produce binned contact maps with MAPQ ≥ 30 and maps were normalised using Knights and Ruiz matrix balancing, considering only the genomic region chr13: 54,000,001–57,300,000 (length 3,300,000 bp), and exported at 5 kb resolution^46–48^. All maps were produced on the wildtype reference genome in order to use the same genomic coordinates across all samples Subtraction maps of the KR normalised maps were scaled together across their subdiagonals to normalise for distance-dependant signal decay. Here, each subdiagonal vector in a matrix is divided by its sum and multiplied by the average of the sums in the two matrices. All maps were visualised as heatmaps where values above the 99^th^ percentile were truncated for visualisation purposes. For further details can be found in ref. ^4^. The codes are available on https://github.com/bompadreolimpia/Bompadre_etal_2024.

**Single Cell RNA-Seq**. Sequenced reads were mapped to the custom genome mm39_dCas9P300 and corresponding GTF file using the 10X Genomics Cell Ranger 6.1.2 software. Data filtering (nFeature_RNA > 200 & nFeature_RNA < 5000 & percent.mt <5 & nCount_RNA > 1000 & nCount_RNA < 26000), quality control, normalization, scaling, dimensional reduction, and doublet identification were performed using Seurat 4.3.0 and DoubletFinder 2.0.3. Cells were further filtered to exclude blood cells present in our dataset (percent.mt > 1 & percent.mt <5).

*Merging and Normalization*. Following individual dataset filtering and normalization, the two wildtype forelimb and hindlimb replicates and the two *Pitx1*^*Inv1/+*^ forelimb replicates were merged as single Seurat objects. To account for potential variance due to cell-cycle variations, cell cycle regression was implemented using the CellCycleScoring method with a predetermined list of marker genes (Tirosh et al., 2016). The dataset underwent additional normalization through SCTransform with standard parameters, incorporating the scored cell-cycle and the dCas9P300 feature as regressed variables (Hafemeister et al., 2019).

*Clustering of Whole Limbs and Mesenchyme*. The cells were clustered after cell cycle and dCas9P300 regression using the SCTransform Seurat package. For clustering, PCA (50 npcs) and UMAP (50 dims) were utilized, and the closest neighbors of each cell were calculated. The Seurat FindClusters function was employed with a resolution of 0.1, defining 9 clusters. Cluster identification was performed with the FindMarkers function, enabling the selection of differently expressed gene markers among clusters (ident.1, only.pos=TRUE). Three mesenchymal cell clusters and two epithelial cell clusters were merged, with 6 final clusters remaining, where the FindMarkers function was re-run (Supplementary Data 4).

Given the exclusive expression of *Pitx1* and *Shox2* in the mesenchymal cells of the limb, downstream analysis focused on these populations. The 3 mesenchymal cell populations were merged and reclustered. PCA of 20 npcs and UMAP of 20 dims were applied, and closest neighbours were calculated for each cell. Using Seurat FindClusters, 10 clusters were defined with a resolution of 0.3. FindMarkers was then run for each cluster, selecting gene markers (ident.1, only.pos=TRUE). Two Irregular Connective Tissue clusters were merged and FindMarkers was re-run on the final 9 clusters (Supplementary Data 4). Analysis of *Pitx1* and dCas9P300 expression in wildtype and *Shox2*^*dCas9P300/+*^*;ColA1*^*TSSsgR/+*^ forelimbs was restricted to these limbs only which were subset after cluster analysis. UMAP density plots were obtained using the R package *Nebulosa* v1.8.0 and *scTransform* v0.4.1. The codes are available on https://github.com/bompadreolimpia/Bompadre_etal_2024.

*Expression correlation*. To calculate the correlation of expression of two genes in a sample from single-cell-RNAseq data we employed *baredSC* v2.0.0 (Lopez-Delisle, et al., 2022). Here, the confidence interval of correlation is given as a percentage and the *p*-value, where *p* is the probability for the correlation coefficient to be negative, is the mean probability with the estimated standard deviation of this mean probability. The code is available on https://github.com/bompadreolimpia/Bompadre_etal_2024.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

RNA-seq, C-HiC, ChIP-seq sequencing data are available in the GEO repository under the accession number GSE259212: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE259212. Source data are provided with this paper Source data are provided with this paper.

# Supplementary material for: Liebenberg syndrome severity arises from variations in Pitx1 locus topology and proportion of ectopically transcribing cells
**Source:** Nat Commun. 2025 Jul 9;16:6321. doi: 10.1038/s41467-025-61615-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information to

**Liebenberg syndrome severity arises from variations in *Pitx1* locus topology and proportion of ectopically transcribing cells**

### Author list

Olimpia Bompadre<sup>1,2</sup>, Raquel Rouco<sup>1,2</sup>, Fabrice Darbellay<sup>1,2</sup>, Antonella Rauseo<sup>1,2</sup>, Fanny Guerard-Millet<sup>3,4</sup>, Claudia Gentile<sup>3, 5, 6</sup>, Marie Kmita<sup>3, 4, 5</sup> and Guillaume Andrey<sup>1,2</sup>

## Supplementary Figures

### Supplementary Figure 1

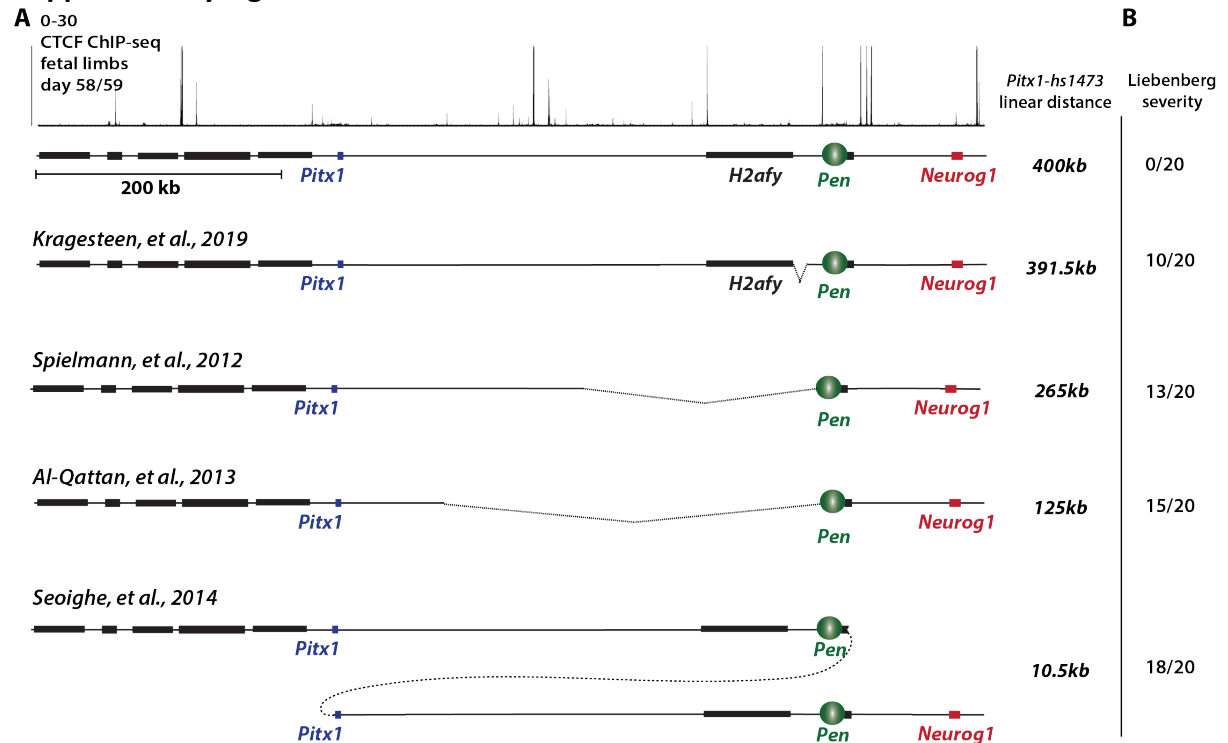

**Supplementary Figure 1:** We categorised the phenotypic description of Liebenberg anatomical features assigning a score based on the severity of the malformation: 0= not mentioned, 1= partially malformed and 2= severely malformed, taking also into account the physician's own comments on the severity of the cases (**Supplementary Table 1**). From this emerged that the more the distance between *Pitx1* and *Pen* was reduced, the more severe was the manifestation of the condition (**Figure S2B**).

## Supplementary Figure 2

Overview of the gating strategy (here exemplified with one replicate of *Pitx1<sup>EGFP;Inv2</sup>* forelimbs)

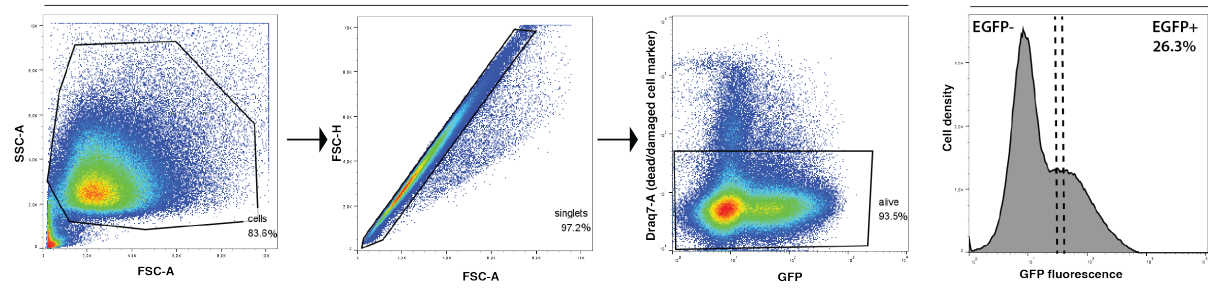

**Supplementary Figure 2:** Graphical depiction of the gating strategy used to separate EGFP+ and EGFP- cell groups (here showcased with one replicate of *Pitx1<sup>EGFP;Inv2</sup>* forelimbs).

### Supplementary Figure 3

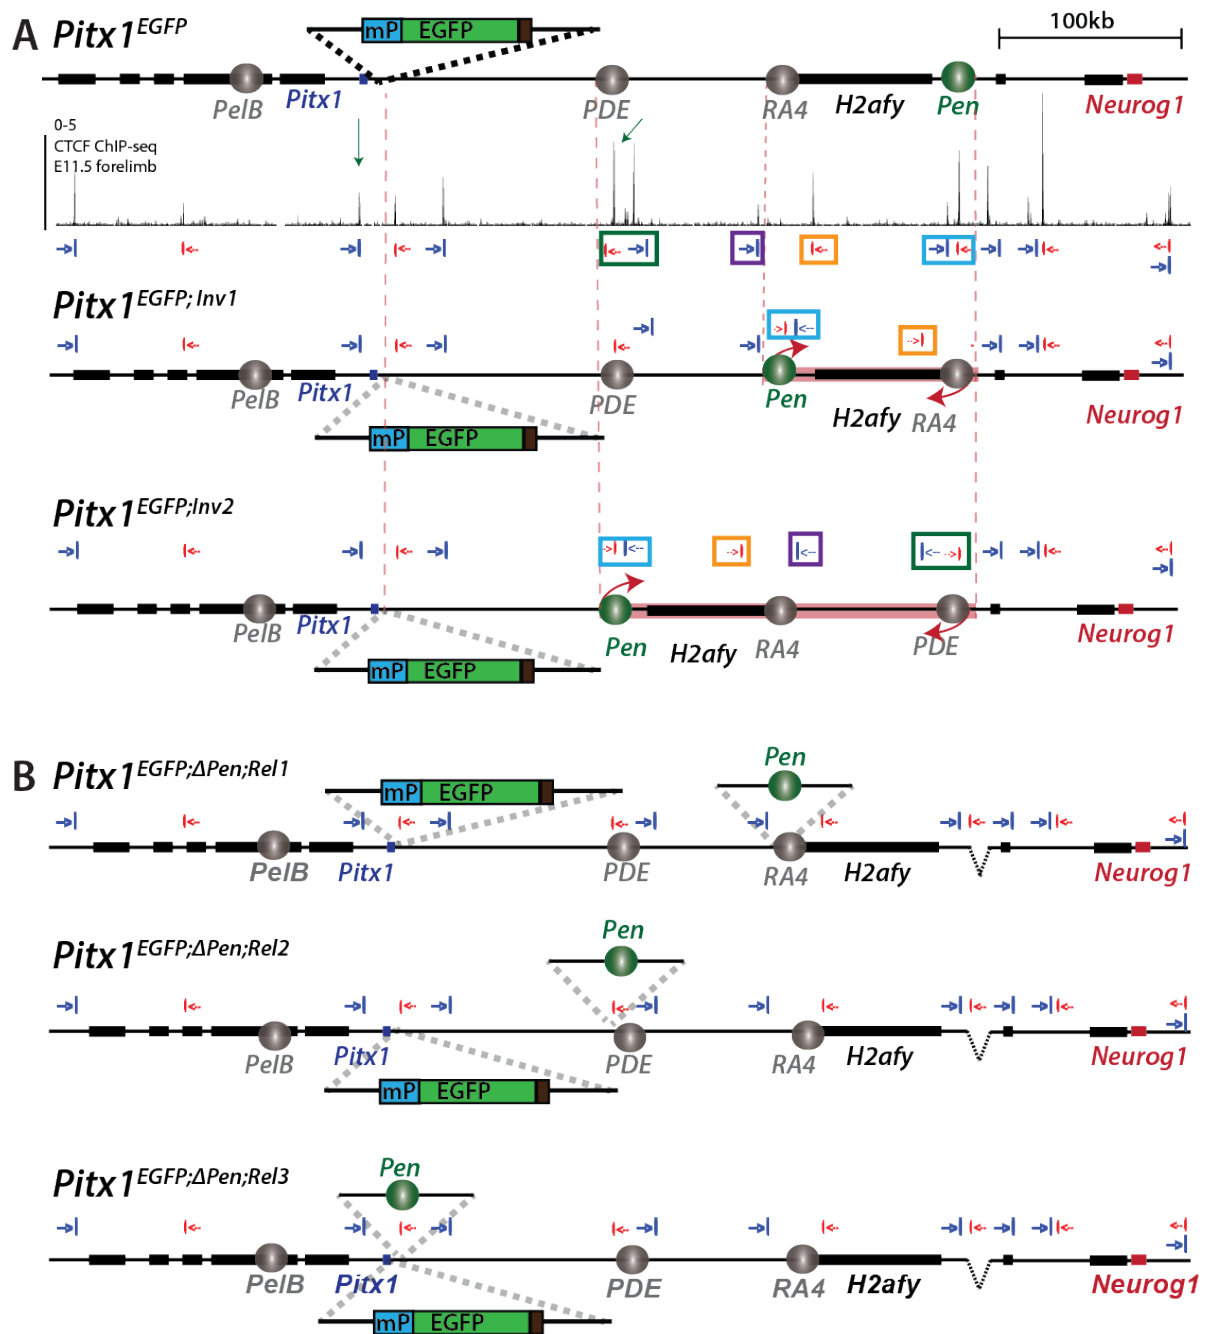

**Supplementary Figure 3: A.** ChIP-seq of CTCF binding at the *Pitx1* locus shows several binding sites through the locus, in coloured boxes we highlight CTCF binding sites whose directionality is disrupted by the inversions *Pitx1*<sup>EGFP;Inv1</sup> and *Pitx1*<sup>EGFP;Inv2</sup>, these CTCF sites are represented in the SVs at their new location and directionality. Red and blue arrows show CTCF binding site orientation, red dotted lines show the breakpoints of the SVs, green arrows on the CTCF ChIP-seq track indicates the two CTCF sites that form a stable loop between *Pitx1* and *PDE* (Andrey, et al, 2017). **B.** A representation of the relocation of *Pen* approach (*Pitx1*<sup>EGFP;ΔPen;Rel1</sup>, *Pitx1*<sup>EGFP;ΔPen;Rel2</sup> and *Pitx1*<sup>EGFP;ΔPen;Rel3</sup>) in a *Pitx1*<sup>EGFP;ΔPen</sup> background, where CTCF site orientation and position in the locus is not disrupted.

## Supplementary Figure 4

A

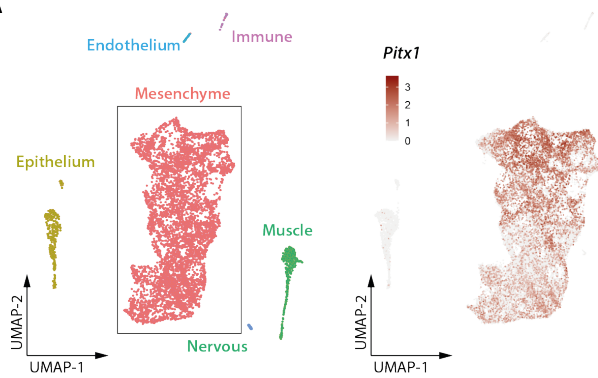

B

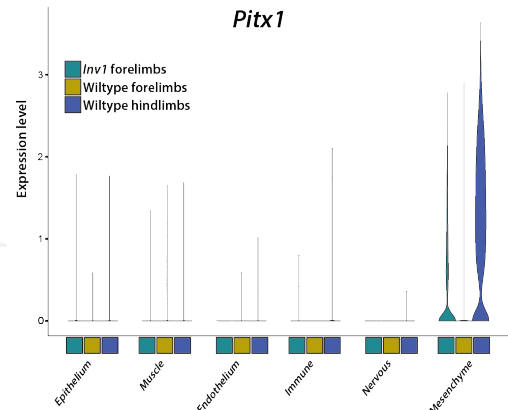

C

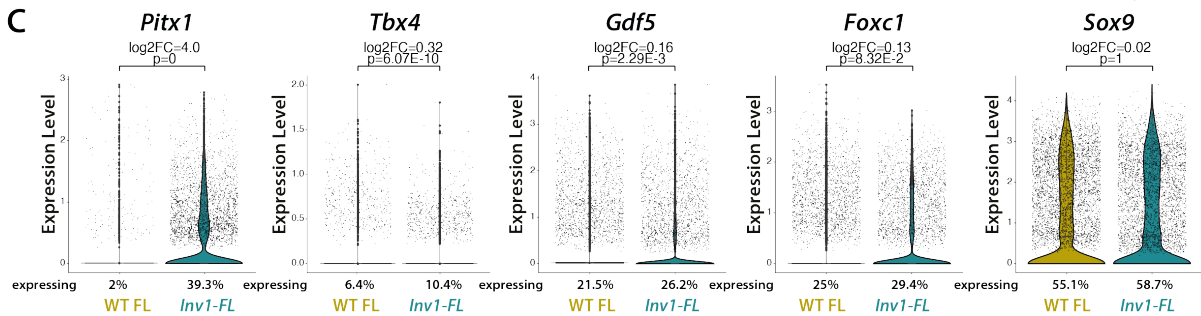

**Supplementary Figure 4:** **A.** Left: UMAP of cell clusters present in wildtype fore- and hindlimbs and *Pitx1*<sup>Inv1/+</sup> hindlimbs. The black square indicates the mesenchymal cells reclustered in Figure 4A. Right: UMAP representation of *Pitx1* expression across cell types. **B.** violin plots show expression levels of *Pitx1* divided by limb identity and cell cluster, *Pitx1* expression is restricted to mesenchymal cells and it is absent in wildtype forelimbs and present in wildtype hindlimbs and *Pitx1*<sup>Inv1/+</sup> forelimbs (Inv1 FL). **C.** Violin plots of *Pitx1*, *Tbx4*, *Gdf5*, *Foxc1* and *Sox9* expression in wildtype and *Inv1* forelimb mesenchymal cells. Black dots represent single cell expression values. The numbers below the graph indicate the proportion of expressing cells. “log2FC” indicate Log2 fold change and “p” correspond to adjusted p-value, calculated using the Wilcoxon Rank Sum test via the FindMarkers function from the Seurat R package. Of note, the 39.3% of *Pitx1*-expressing cells differs from the 34% mentioned in the main text, as this percentage is calculated specifically within the mesenchymal subpopulation rather than across all limb cell clusters.

## Supplementary Figure 5

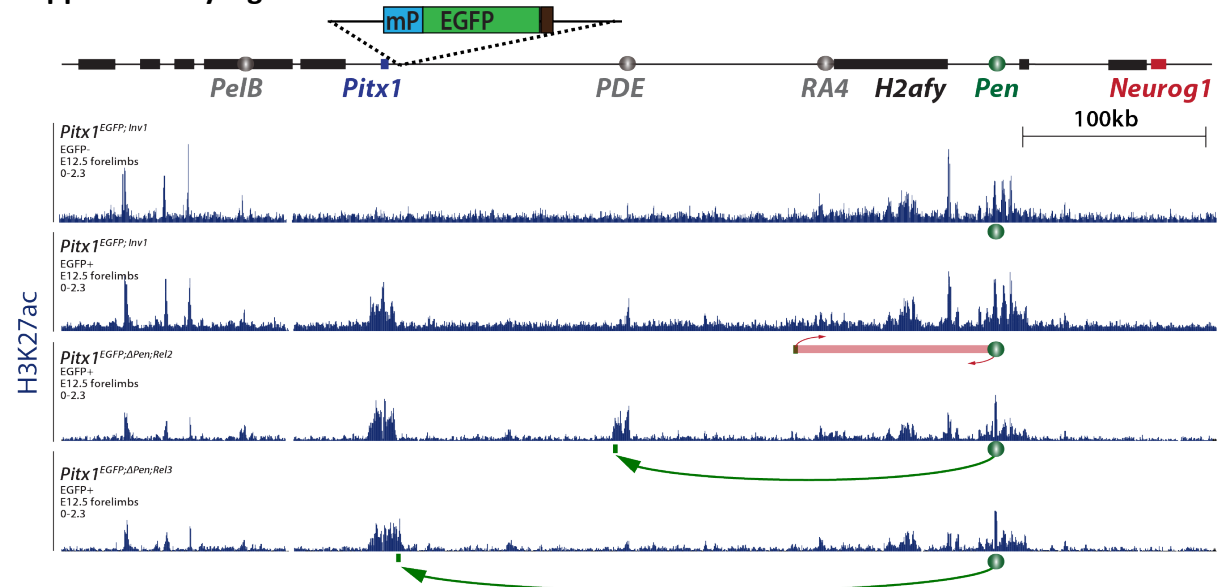

**Supplementary Figure 5: A.** H3K27ac ChIP-seq GFP<sup>-</sup> cells from *Pitx1*<sup>EGFP;Inv1</sup> as well as EGFP<sup>+</sup> cells from *Pitx1*<sup>EGFP;Inv1</sup>, *Pitx1*<sup>EGFP;ΔPen;Rel2</sup> and *Pitx1*<sup>EGFP;ΔPen;Rel3</sup> E12.5 forelimbs. Reads were mapped to a wildtype mm39 mouse reference genome. Note the real position of the *Pen* enhancers indicated by a green box within the inverted red box for the inversion, and by arrows for the two relocations (n=1).

**Supplementary Figure 6**

wildtype  
Forelimbs

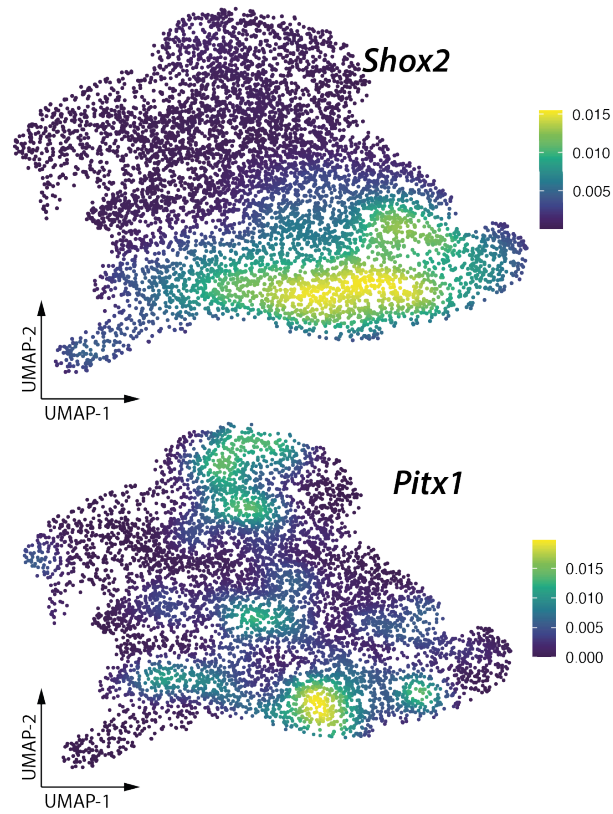

*Shox2*<sup>dCas9P300/+</sup>  
*ColA1*<sup>Pitx1TSSsgR/+</sup>  
Forelimbs

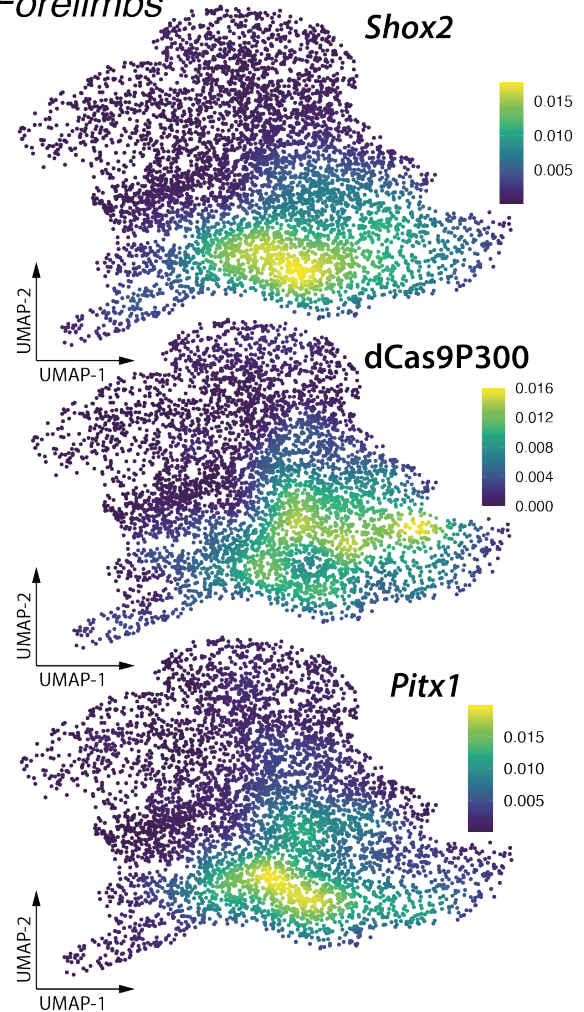

**Supplementary Figure 6:** Density plots of scRNA-seq data from wildtype forelimbs and *Shox2*<sup>dCas9P300/+</sup>; *ColA1*<sup>TSSsgR/+</sup> forelimbs shows *Shox2*, *Pitx1* and *dCas9P300* expressing cells and co-localisation.

# Supplementary Figure 7

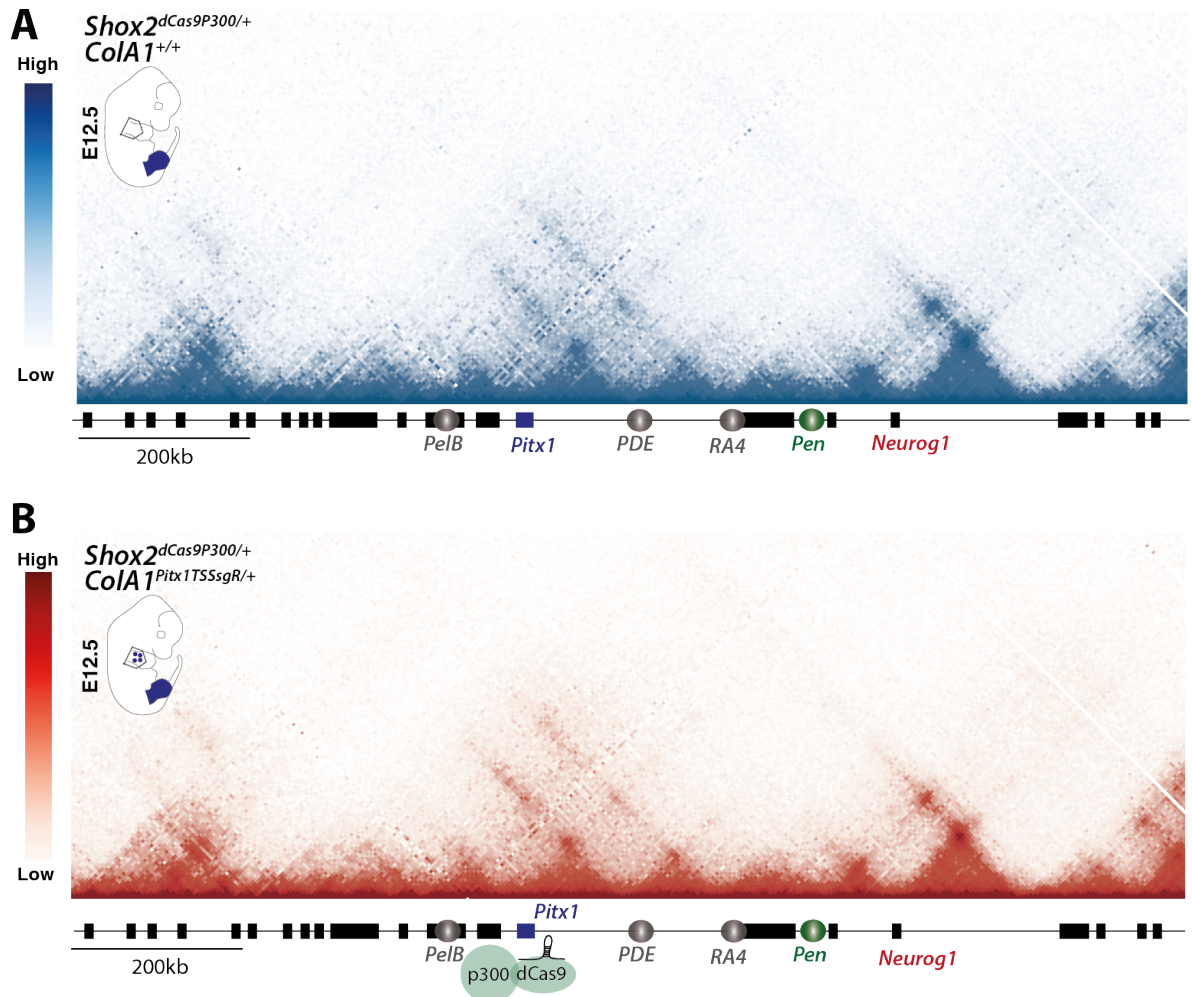

**Supplementary Figure 7:** C-HiC maps of (A) *Shox2*<sup>dCas9P300/+</sup>;*ColA1*<sup>+/+</sup> (no sgRNA) and (B) *Shox2*<sup>dCas9P300/+</sup>;*ColA1*<sup>TSSsgR/+</sup> (TSS sgRNA) E12.5 proximal forelimbs at the *Pitx1* locus. Darker red or blue bins indicate stronger interaction frequencies as shown on the scale bars (n=1).

# Supplementary Figure 8

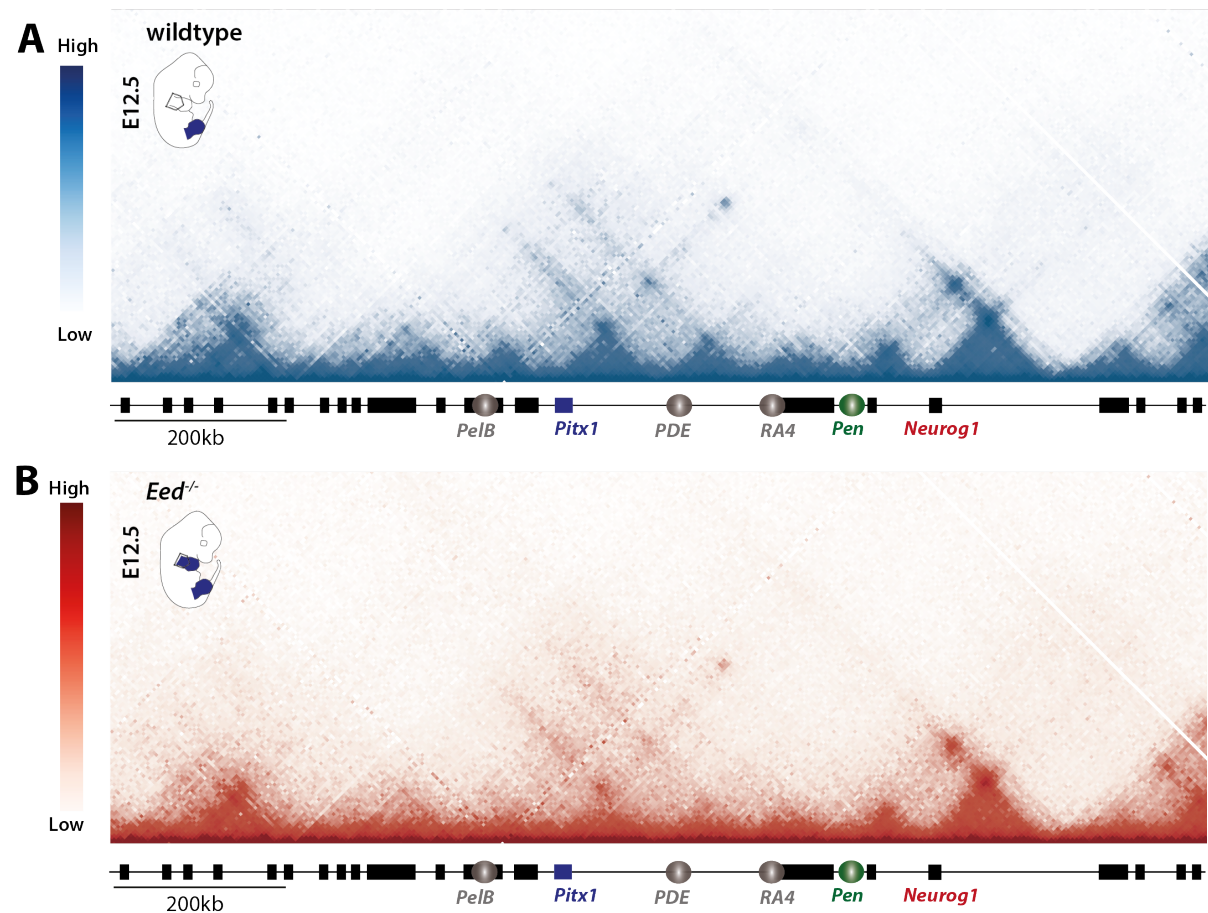

**Supplementary Figure 8:** C-HiC maps of (A) wildtype and (B) *Prx1-Cre;Eed<sup>fllox/-</sup>* (*Eed*<sup>-/-</sup>) E12.5 proximal forelimbs at the *Pitx1* locus. Darker red and blue bins indicate stronger interaction frequencies as shown on the scale bars (n=1).

## Supplementary Figure 9

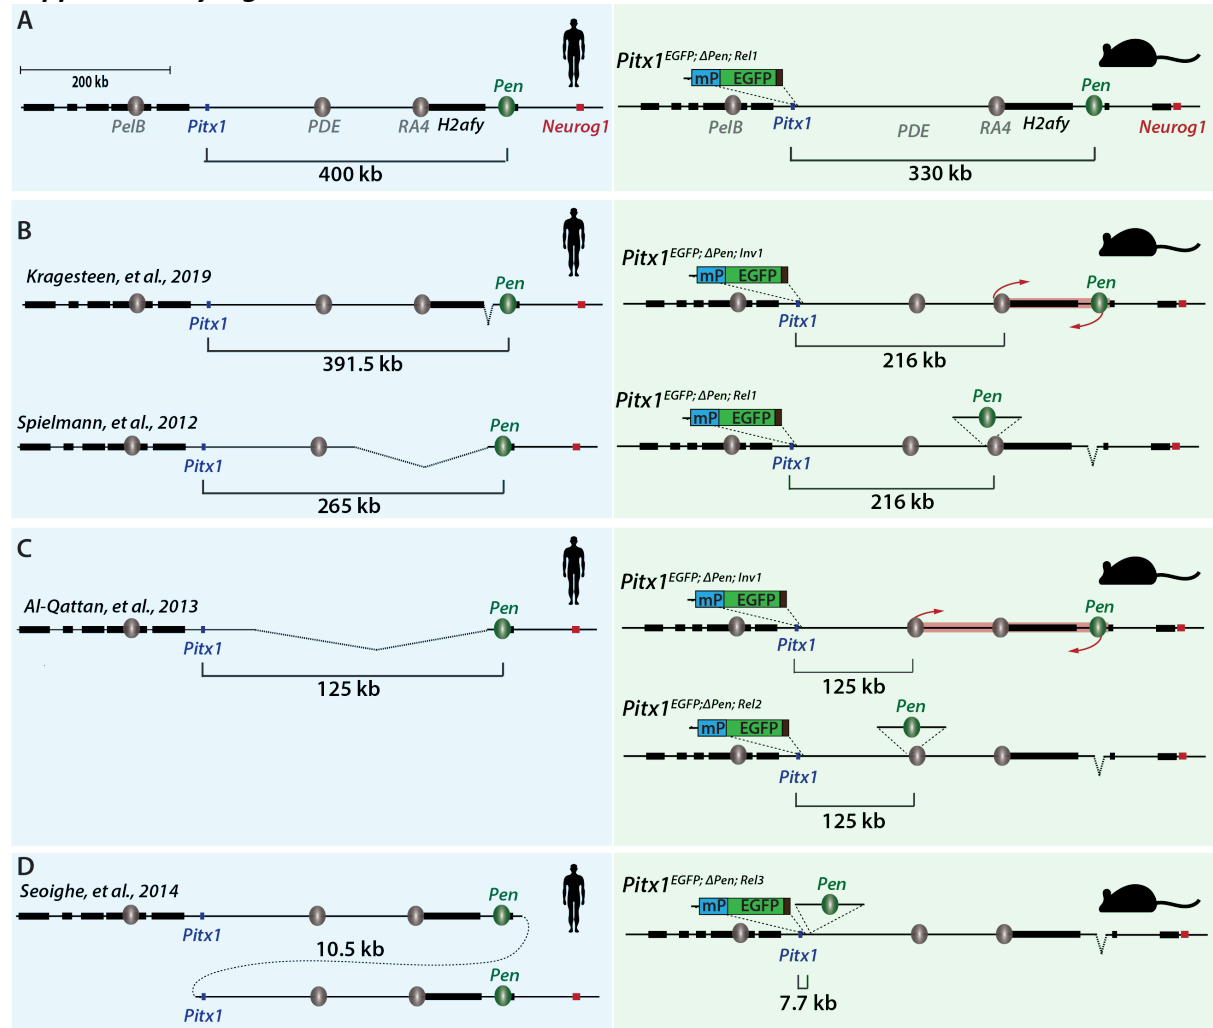

**Supplementary Figure 9: Comparison of human patient and mouse re-arrangements.** (A) The wildtype *Pitx1* locus with a *Pitx1*-*Pen* genomic distance of 400kb (human) and 330kb (mice). (B) Small re-arrangements with *Pitx1*-*Pen* distance reduced by 10-100kb. (C) Intermediate re-arrangements, with a *Pitx1*-*Pen* distance of 125kb. (D) Large re-arrangements with a *Pitx1*-*Pen* distance < 15kb.

# Supplementary material for: Liebenberg syndrome severity arises from variations in Pitx1 locus topology and proportion of ectopically transcribing cells
**Source:** Nat Commun. 2025 Jul 9;16:6321. doi: 10.1038/s41467-025-61615-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Scoring of reported cases of Liebenberg syndrome based on anatomical features

**File name:** Supplementary Data 2

**Description:** Combined results of the differential expression analyses presented in Figure 1 and Figure 2. Normalized FPKMs for all datasets are provided, followed by DESeq2 pairwise comparisons (*p*<sub>adj</sub> is the FDR-corrected, two-tailed p-value using the Benjamini-Hochberg method). “GFPp” indicated FACS sorted GFP+ cell populations, “HLWT” indicated E12.5 *Pitx1*<sup>EGFP/EGFP</sup> hindlimbs, “FLWT” indicated E12.5 *Pitx1*<sup>EGFP/EGFP</sup> forelimbs. *Inv1*, *Inv2*, *Rel1*, *Rel2* and *Rel3* correspond to *Pitx1*<sup>EGFP;Inv1/EGFP;+</sup>, *Pitx1*<sup>EGFP;Inv2/EGFP;+</sup>, *Pitx1*<sup>EGFP;ΔPen;Rel1/EGFP;ΔPen;+</sup>, *Pitx1*<sup>EGFP;ΔPen;Rel2/EGFP;ΔPen;+</sup>, *Pitx1*<sup>EGFP;ΔPen;Rel3/EGFP;ΔPen;+</sup> E12.5 forelimbs, respectively.

**File name:** Supplementary Data 3

**Description:** Phenotypic scoring of E18.5 fetuses for skeletal defects. The penetrance of phenotypes is also reported.

**File name:** Supplementary Data 4

**Description:** scRNA-seq marker genes for all E12.5 limb clusters, as well as for re-clustered mesenchymal cells. Two-sided Wilcoxon Rank Sum test, p-value adjustment is performed using Bonferroni correction based on the total number of genes in the dataset.

**File name:** Supplementary Data 5

**Description:** Combined results of differential expression analysis of bulk E12.5 forelimbs. “FLWT” indicated E12.5 *Pitx1*<sup>EGFP/EGFP</sup> forelimbs, *Rel2* and *Rel3* correspond to *Pitx1*<sup>EGFP;ΔPen;Rel2/EGFP;ΔPen;+</sup>, *Pitx1*<sup>EGFP;ΔPen;Rel3/EGFP;ΔPen;+</sup> forelimbs, respectively. Normalized FPKMs for all datasets are provided, followed by DESeq2 pairwise comparisons (*p*<sub>adj</sub> is the FDR-corrected, two-tailed p-value using the Benjamini-Hochberg method).

**File name:** Supplementary Data 6

**Description:** Differential expression analysis of E12.5 *Shox2*<sup>dCas9P300/+</sup>;*ColA1*<sup>+/+</sup> (dCas9P300-no-sgRNA) and *Shox2*<sup>dCas9P300/+</sup>;*ColA1*<sup>TSSsgR/+</sup> (dCas9P300-TSS) forelimbs. FPKM and normalized counts are provided. Pairwise DESeq2 was performed for differential analysis (*p*<sub>adj</sub> is the FDR-corrected, two-tailed p-value using the Benjamini-Hochberg method).

**File name:** Supplementary Data 7

**Description:** Differential expression analysis of E12.5 *Prx1-Cre*;*Eed*<sup>flox/-</sup> (*Eed*) and wildtype (WT) forelimbs. FPKM and normalized counts are provided. Pairwise DESeq2 was performed for differential analysis (*p*<sub>adj</sub> is the FDR-corrected, two-tailed p-value using the Benjamini-Hochberg method).

**File name:** Supplementary Data 8

**Description:** sgRNAs for CRISPR/Cas9, sgRNAs for dCas9-P300 and primers.

# Supplementary material for: Liebenberg syndrome severity arises from variations in Pitx1 locus topology and proportion of ectopically transcribing cells
**Source:** Nat Commun. 2025 Jul 9;16:6321. doi: 10.1038/s41467-025-61615-2
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No commercial, open source and custom code was used to collect the data in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | <p>1- RNA-seqThe code is available on <a href="https://github.com/bompadreolimpia/Bompadre_etal_2024">https://github.com/bompadreolimpia/Bompadre_etal_2024</a>. RNA-seq reads were processed using CutAdapt v1.18 to trim low-quality bases and NextSeq sequencing adapters (-a CTGTCTCTTATACATCTCCGAGCCGAGAC, quality cutoff -q30 and minimum length required -m15). Unstranded reads were mapped to the relevant GRCh39/mm39 custom genome filtered GTFs (see Custom Genomes section below) with using the STAR 2.7.2b mapper with settings allowing for accurate gene quantification (--outSAMstrandField intronMotif--sjdbOverhang '99' -- sjdbGTFfile \$gtfFile--quantMode GeneCounts--outFilterType BySJout--outFilterMultimapNmax 20 -- outFilterMismatchNmax 999--outFilterMismatchNoverReadLmax 0.04--alignIntronMin 20 -- alignIntronMax 1000000--alignMatesGapMax 1000000--alignSJoverhangMin 8 -- alignSJDBoverhangMin 1). Output BigWig files were displayed on the UCSC genome browser. Counts were compiled from STAR counts using R 3.6.2, and FPKM were computed through Cufflinks 2.2.1 using the filtered GTFs created for this study (--max-bundle-length 10000000 -- max-bundle-frags 100000000 -- multi-read-correct--library-type "fr-firststrand" --no-effective-length-correction -MMTmouse.gtf). The code is available on <a href="https://github.com/bompadreolimpia/Bompadre_etal_2024">https://github.com/bompadreolimpia/Bompadre_etal_2024</a>. Normalized FPKM values were calculated by first determining coefficients extrapolated from a set of 1,000 housekeeping genes known for their stable expression as defined from the comparison of a series of RNA-seq (Brawand et al., 2011). The coefficients obtained were then applied to adjust the respective FPKM values. Differential expression analysis utilized the DEseq2 R package (version 1.38.3), with the Wald test for comparisons across samples and multiple test correction using the FDR/Benjamini-Hochberg test. Each analysis included two biological replicates per condition. Fold-enrichment of Pitx1 and was calculated using DEseq2's normalization by size factor. Count normalisation and differential expression analysis was done following published pipelines (<a href="https://github.com/lldelisle/maseq_rscripts">https://github.com/lldelisle/maseq_rscripts</a>).</p> <p>2- Custom Genomes.</p> |

For RNA-seq analysis, custom mm39 genomes were generated using STAR 2.7.2b, incorporating an additional chromosome to accommodate the custom sequences of EGFP and SV40pA polyA tail. The gtf file was modified to specify these sequences as coding genes and exons. Cell Ranger 6.1.2 was utilized to create the mm39\_dCas9P300 custom genome used for RNA-seq and single-cell RNA-seq analysis, by adding an extra dCas9P300-containing chromosome and customizing the reference gtf file. The code is available on [https://github.com/bompadreolimpia/Bompadre\\_et\\_al\\_2024](https://github.com/bompadreolimpia/Bompadre_et_al_2024).

### 3- ChIP-seq

Reads from ChIP-seq data generated for this study were pre-processed with CutAdapt v1.18 to trim low quality bases and TruSeq adapters (-a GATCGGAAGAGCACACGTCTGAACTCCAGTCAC, -q30 and -m15). Reads were then mapped to the reference GRCh38/mm39 genome using Bowtie2 2.3.5.1 with default settings. Only reads with mapping quality score (MAPQ) of 30 or above were retained by filtering with SAMtools v1.10. For coverage and peak analysis reads were extended by 200 bp and processed with MACS2 v2.2.7.1 (--broad --nolambda --broad-cutoff 0.05 --nomodel --gsize mm --extsize 200 -B 2). Coverage normalization was performed by MACS2, normalized by the number of million tags used by MACS2. BedGraphToBigWig v4 was used to convert files into BigWig format for visualization in the UCSC browser. Datasets of CTCF ChIP-seq of mouse embryonic E11.5 forelimb (Andrey et al., 2017) and human fetal limbs day 58/59 (ENCODE, annotation file set ENCSR191WSJ) were visualized in the UCSC browser. The code is available on [https://github.com/bompadreolimpia/Bompadre\\_et\\_al\\_2024](https://github.com/bompadreolimpia/Bompadre_et_al_2024).

### 4- Capture-HiC

Capture-HiC data analysis followed previous descriptions (Rouco et al., 2021). Briefly, reads were mapped against the reference NCBI37/mm9 genome using Bowtie2 v2.3.4.2. Filtering, de-duplication, and processing of valid pairs were done with HiCUP v0.6.1 with default parameters for configuration file, but adding Nofill: 1 as an additional parameter. Filtered di-tags were then processed with Juicer Tools v1.9.9. Binned contact maps were produced with MAPQ ≥ 30 valid and unique read pairs and maps were normalised using Knights and Ruiz matrix balancing and exported at 5kb resolution. Subtraction maps of the KR normalised maps were scaled together across their subdiagonals. All maps were visualised as heatmaps where values above the 99th percentile were truncated for visualisation purposes. The code is available on [https://github.com/bompadreolimpia/Bompadre\\_et\\_al\\_2024](https://github.com/bompadreolimpia/Bompadre_et_al_2024).

### 5- scRNA-seq.

Sequenced reads were mapped to the custom genome mm39\_dCas9P300 and corresponding GTF file using the 10X Genomics Cell Ranger 6.1.2 software. Data filtering (nFeature\_RNA > 200 & nFeature\_RNA < 5000 & percent.mt < 5 & nCount\_RNA > 1000 & nCount\_RNA < 26000), quality control, normalization, scaling, dimensional reduction, and doublet identification were performed using Seurat 4.3.0 and DoubletFinder 2.0.3. Cells were further filtered to exclude blood cells present in our dataset (percent.mt > 1 & percent.mt < 5).

Merging and Normalization. Following individual dataset filtering and normalization, the two wildtype forelimb replicates and the two Pitx1Inv1+/- forelimb replicates were merged as single Seurat objects. To account for potential variance due to cell-cycle variations, cell cycle regression was implemented using the CellCycleScoring method with a predetermined list of marker genes (Tirosh et al., 2016). The dataset underwent additional normalization through SCTransform with standard parameters, incorporating the scored cell-cycle and the dCas9P300 feature as regressed variables (Hafemeister et al., 2019).

Clustering of Whole Limbs and Mesenchyme. The cells were clustered after cell cycle and dCas9P300 regression using the SCTransform Seurat package. For clustering, PCA (50 npcs) and UMAP (50 dims) were utilized, and the closest neighbors of each cell were calculated. The Seurat FindClusters function was employed with a resolution of 0.1, defining 9 clusters. Cluster identification was performed with the FindMarkers function, enabling the selection of differently expressed gene markers among clusters (ident.1, only.pos=TRUE). Three mesenchymal cell clusters and two epithelial cell clusters were merged, with 6 final clusters remaining, where the FindMarkers function was re-run.

Given the exclusive expression of Pitx1 and Shox2 in the mesenchymal cells of the limb, downstream analysis focused on these populations. The 3 mesenchymal cell populations were merged and reclustered. PCA of 20 npcs and UMAP of 20 dims were applied, and closest neighbours were calculated for each cell. Using Seurat FindClusters, 10 clusters were defined with a resolution of 0.3. FindMarkers was then run for each cluster, selecting gene markers (ident.1, only.pos=TRUE). Two Irregular Connective Tissue clusters were merged and FindMarkers was re-run on the final 9 clusters. UMAP density plots were obtained using the R package Nebulosa v1.8.0 and scTransform v0.4.1. The code is available on [https://github.com/bompadreolimpia/Bompadre\\_et\\_al\\_2024](https://github.com/bompadreolimpia/Bompadre_et_al_2024).

Expression correlation. To calculate the correlation of expression of two genes in a sample from single-cell-RNAseq data we employed baredSC v2.0.0 (Lopez-Delisle, et al, 2022). Here, the confidence interval of correlation is given as a percentage and the p-value, where p is the probability for the correlation coefficient to be negative, is the mean probability with the estimated standard deviation of this mean probability. The code is available on [https://github.com/bompadreolimpia/Bompadre\\_et\\_al\\_2024](https://github.com/bompadreolimpia/Bompadre_et_al_2024).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data are available in the GEO repository under the accession number GSE259212 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE259212>].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For scRNA-seq, sample size is a singlicate of 4 micro-dissected limb pairs, 7x10 <sup>4</sup> cells were prepared for sequencing. For flow cytometry experiments, at least 4x10 <sup>4</sup> cells were recorded by BioRad S3 per measurement. For bulk limb RNA-seq sample size was obtained from 2 biological replicates of 1-2 limbs. For FACS-sorted backed experiments, the minimum number of cells for any of the experimental procedures was determined by the type of experiment, i.e. RNA-seq 2.5x10 <sup>5</sup> cells, ChIP-seq 5x10 <sup>5</sup> cells, C-HiC 1x10 <sup>6</sup> cells, thus the number of pooled limbs was determined based on the experiment. RNA-seq experiments were performed in duplicates from pools of 2-6 limbs. For H3K27ac ChIP-seq, experiments were performed from singlicates of 2-10 FACS sorted limbs. For C-HiC, experiments were performed from singlicates of 4-12 FACS sorted limbs. These are commonly accepted samples sizes for these experimental techniques. Moreover, each replicate is the result of an average measurement across several pooled samples. For skeletal preparation experiments, 2-4 pairs of limbs were analysed, only one was imaged. Whole-mount in situ hybridization experiments were performed in duplicates, only one was imaged. |
| Data exclusions | No data was excluded from this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | Experiments were performed in replicates when the results were likely to have a significant impact on the result interpretation. FACS-sorted and bulk RNA-seq were performed in duplicates, ChIP-seq and C-HiC were performed in singlicates. Flow cytometry experiments were performed in replicates when FACS based experiments required so, the signal being pooled for graphical representation. Skeletal preparation and Whole-mount in situ hybridization experiments were imaged in singlicates. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Randomization   | In this work, it was necessary to know the genotypes and types of analyzed cells as they needed to be pooled prior to processing for experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Investigators were not blinded since micro-dissection of mouse embryos and further analyses require knowledge about the genotypes and type of cells (EGFP+/-) at hand.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Polyclonal rabbit anti-H3K27ac antibody from Diagenode, Cat-No. c15410174, was used at a dilution of 1/500.                                                                                                                                                                                                                                                  |
| Validation      | The antibody was validated for ChIP usage on the manufacturer's website: <a href="https://www.diagenode.com/en/p/h3k27ac-polyclonal-antibody-classic-50-mg-42-ml">https://www.diagenode.com/en/p/h3k27ac-polyclonal-antibody-classic-50-mg-42-ml</a> . Moreover, we extensively used the same antibody in a prior study and observed a high reproducibility. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Male G4 (129/sv x C57BL/6 F1 hybrid) mouse ESCs (Jorge et al, 2007), male C2 mouse ESCs (Beard et al, 2006) (C57B/6 and 129svJae F1 hybrid) . Both cells lines were obtained from the Nagy laboratory ( <a href="http://research.lunenfeld.ca/nagy/?page=mouse%20ES%20cells">http://research.lunenfeld.ca/nagy/?page=mouse%20ES%20cells</a> ) |
| Authentication                                                    | Genetically modified pluripotent mouse ESCs were authenticated by the production of fetuses through tetraploid aggregations (Artus and Hadjantonakis 2011) and further genotyping confirmed the presence of the desired mutations in the cells.                                                                                               |
| Mycoplasma contamination                                          | All cell lines tested negative for mycoplasma contamination.                                                                                                                                                                                                                                                                                  |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                                                                                                                                                                               |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Fetuses were generated from male G4 mouse ESCs (Jorge et al., 2007) or male C2 mouse ESCs (Beard et al., 2006) via tetraploid complementation (Artus and Hadjantonakis 2011). Donor tetraploid embryos were provided from in vitro fertilisation using C57Bl6J x B6D2F1 backgrounds. Aggregated embryos were transferred into CD1 foster females and micro-dissected at embryonic stages E12.5 or E18.5. Three- to twelve-month-old foster females were housed under standard conditions before sacrifice. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Reporting on sex        | Fetuses were generated from Male G4 mouse ESCs (Jorge et al, 2007) or male C2 mouse ESCs (Beard et al, 2006).                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | There was no field collected animals in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | Animal procedures performed in Geneva were in accordance with institutional, state, and government regulations (Canton de Genève authorizations GE/89/19 and GE192A). Animal work performed at Lawrence Berkeley National Laboratory (LBNL) was reviewed and approved by the LBNL Animal Welfare Committee.                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks N/A

Novel plant genotypes N/A

Authentication N/A

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

Datasets are available through the GEO repository under the accession number GSE259212, ChIP-seq data in particular is available under the accession number GSE256337, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE256337>

Files in database submission

H3K27ac-FL-E125-Inv1-GFPp\_macs\_SR200\_norm.bw  
H3K27ac-FL-E125-Rel2-GFPp\_macs\_SR200\_norm.bw  
H3K27ac-FL-E125-Rel3-GFPp\_macs\_SR200\_norm.bw  
H3K27ac-FL-E125-Inv1-GFPn\_macs\_SR200\_norm.bw  
H3K27ac-FL-E125-Inv1-GFPp\_macs\_SR200\_peaks.narrowPeak  
H3K27ac-FL-E125-Rel2-GFPp\_macs\_SR200\_peaks.narrowPeak  
H3K27ac-FL-E125-Rel3-GFPp\_macs\_SR200\_peaks.narrowPeak  
H3K27ac-FL-E125-Inv1-GFPn\_macs\_SR200\_peaks.narrowPeak  
H3K27Ac\_FL\_E125\_Inv1\_GFPp\_S1\_L007\_R1\_001.fastq.gz  
H3K27ac-FL-E125-Rel2-GFPp\_S13\_L001\_R1\_001.fastq.gz  
H3K27ac-FL-E125-Rel3-GFPp\_S14\_L001\_R1\_001.fastq.gz  
H3K27ac-FL-E125-Inv1-GFPn\_S18\_L007\_R1\_001.fastq.gz

Genome browser session  
(e.g. [UCSC](#))

N/A

## Methodology

Replicates ChIP-seq were performed in singlicates from FACS-sorted cells obtained from pooled limbs.

Sequencing depth  
H3K27Ac\_FL\_E125\_Inv1\_GFPp\_S1\_L007\_R1\_001.fastq.gz: 64769828  
H3K27ac-FL-E125-Rel2-GFPp\_S13\_L001\_R1\_001.fastq.gz: 73189768  
H3K27ac-FL-E125-Rel3-GFPp\_S14\_L001\_R1\_001.fastq.gz: 79952057  
H3K27ac-FL-E125-Inv1-GFPn\_S18\_L007\_R1\_001.fastq.gz: 28298683

Antibodies H3K27Ac ChIP-seq was performed using C15410174 (Diagenode) with 1/500 dilution of the antibody.

Peak calling parameters Peak calling was obtained after extension of the reads by 200 bp using MACS2 v2.2.7.1 (callpeak --nomodel --call-summits --extsize 200).

Data quality Data quality was manually confirmed by observation by the observation of a strong enrichment of H3K27ac signal at known limb developmental loci, such as the Hox clusters.

Software TruSeq adapter sequences and bad quality bases were removed using CutAdapt v1.18 (-a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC -q30 -m15). Reads were processed with the following softwares with default parameters. Reads were then mapped to GRCm39/mm39 using Bowtie2 v2.3.5.1 with default parameters. Reads were then filtered for a MAPQ $\geq$ 30 using Samtools view v1.10 and the coverage and peak calling was obtained after extension of the reads by 200 bp using MACS2 v2.2.7.1 (callpeak --nomodel --call-summits --extsize 200). Coverage was normalized by the number of million tags used by MACS2.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Sample preparation followed a common protocol for all FACS based experiments and for scRNA-seq. E12.5 limb tissues were microdissected in cold PBS and pooled for processing. To maintain efficiency in downstream experiments, no more than 6 limbs were pooled together at a time. The tissues were dissolved in 400µL Trypsin-EDTA and 40µL 2.5% BSA (Sigma Aldrich, A7906-100G) over 12 minutes at 37°C in a Thermomixer set at 1500 rpm, with a brief resuspension at the 6-minute mark. Trypsin was quenched by adding 400µL 2.5% BSA, and the homogenised tissue was passed through a 40µm cell strainer. An additional volume of 2.5% BSA was passed through to collect any remaining cells. The collected cells were then centrifuged 5' at 4°C and 400 x g, followed by resuspension in 1% BSA. If H3K27ac ChIP was planned as a downstream experiment, 5mM NaButyrate was added to the 1% BSA.

Instrument

BioRad S3

Software

Data was formatted using FlowJo v10.9.

Cell population abundance

Borders to determine population abundance are displayed in main and supplementary figures

Gating strategy

Fluorescence-activated cell sorting (FACS) was employed to identify and sort distinct cell populations in this study, utilizing the Biorad S3 with GFP laser (excitation wavelength 488nm). To eliminate debris from the analysis, FCC/FCS settings were established between 30/40 and 230/220. The viability stain Draq7 was employed to distinguish live cells, and standard protocols were applied to select for singlets.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

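C-HiC contact maps of 15 libraries were analysed, each with 1 library per condition: control *Pitx1* EGFP, *Inv1* and *Inv2* mESCs, EGFP+ and EGFP− forelimb cells of *Inv1*, *Inv2*, *Rel2* and *Rel3* embryos, and proximal forelimbs of wildtype, *Eed*-/-, dCas9-P300 without sgRNA and dCas9-P300 with TSS sgRNA embryos. Forelimb libraries are from stage E12.5. Libraries were assigned to conditions by their titles and the paper where labels disagreed, and the contact at each rearrangement junction was reported first as a check of the assignment.

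The deposited values are signal: the authors mapped read pairs to NCBI37/mm9 with Bowtie2, kept valid and unique pairs with HiCUP, kept pairs with a mapping quality of at least 30, and binned and KR balanced them with Juicer Tools. The balancing covered chromosome 13 from 54000001 to 57300000 only, in 660 bins of 5 kb. All bins of a map have the same sum, which differs between maps, and the values are not scaled between maps or for distance. All maps are on the wildtype reference.

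KR balancing divides each read pair count by 2 bin factors. Factors that made the values whole were found for each map, and a map was to be used with counts only if at least 99% of its values came within 0.05 of a whole number, which held for 100% in each map. Depth ranged from 1634538 to 5849817 read pairs, a fold of 3.58.

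Positions in NCBI37/mm9 were taken from the maps, since the reference at hand is GRCm39 and no position was converted between builds. The bin pairs with the largest excess over the wildtype map gave the junctions of *Rel3*, *Rel2*, *Inv2* and *Inv1*. *Pitx1* was placed 7.7 kb from the *Rel3* insertion. *PDE*, *RA4* and *Pen* were placed 125, 216 and 330 kb from *Pitx1*, the distances of the paper, to be replaced by the junction bin where the positions differed by over 10 kb. *Neurog1* was the bin 380 to 460 kb from *Pitx1* with the highest mean observed over expected contact over the 15 maps. *PelB* was placed 90 kb on the other side of *Pitx1*, from the paper's supplementary figures. Only these elements of the locus and the guide sites were named. Guides of Supplementary Data 8 were matched to GRCm39 on both strands, without mismatches, and annotated with GENCODE.

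For each of the 8 comparisons, the maps were scaled so that each subdiagonal had the same sum, and contacts were averaged in windows of 15 kb by 15 kb before taking the log2 ratio. Intervals at 95% were computed from the read pairs in each window with a normal quantile of 1.96. Each ratio was placed among windows of the same size within 10 bins of the same distance that did not have both anchors inside the locus, and called outside the background range if it lay beyond their central 95%. No test across replicates was possible. The difference over the whole locus was the root mean square of the log2 ratio over tiles at least 25 kb apart, each centred and scaled by the median and the median absolute deviation of windows at the same distance that did not have both anchors inside the locus. It was compared with triangles of the same size, 520 kb, placed every 100 kb elsewhere, so that neighbouring triangles overlap. Further comparisons, of the dCas9-P300 maps with wildtype, of *Eed*-/- with the map without sgRNA and of *Inv2* with *Inv1* mESCs, were added after seeing the data, as were contacts between elements other than *Pitx1*.

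The steps were tested on simulated data. In 5 simulated maps, the drawn read pairs were recovered for 100% of bin pairs. In 100 pairs of simulated maps with 2000000 read pairs each, the counting interval held the true change in 94.1% of 152 contacts without a change and in 95.4% of 174 contacts with a log2 change of 0.5. None of the 152 unchanged contacts, 0%, left the background range. Both maps of a pair were drawn from the wildtype map, so that the simulated background held counting error only. Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 were used.

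The alternatives were single bin pairs and windows of 25 kb by 25 kb, scaling by the total or by subdiagonal medians, background windows from the whole captured region or within 4 bins of the same distance, a central 99%, the *Pitx1* anchor moved by 1 bin either way, *PelB* at 75 kb, tiles of 25 kb or at least 50 kb apart, and ratios of observed over expected contact. Added after seeing the data were a difference over the locus without tiles that have a single anchor inside the inverted segment, and a background of windows with no anchor inside the locus. The other assays of the paper were not analysed here.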

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

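Of the tests in this part, the comparison of the map without sgRNA with wildtype, and the use of counting intervals to call a direction and to weigh depth were chosen only after the results were seen.

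In forelimb cells, the *Pitx1*-*Pen* contact was lower in EGFP+ than in EGFP− cells of *Rel3*, with a log2 ratio of −0.35, while it was higher in EGFP+ cells of *Inv1*, *Inv2* and *Rel2*. The counting intervals of all 4 ratios exclude 0, each from 1 library per cell type, and the difference between the alleles was not tested. In the main analysis, all 4 ratios lay inside the background range, at percentiles 91.9, 96.8, 86.8 and 12.2 in *Inv1*, *Inv2*, *Rel2* and *Rel3*. With windows of 25 kb by 25 kb, the ratio was outside in *Inv1*, at 0.42, and in *Inv2*, at 0.56. It stayed inside in *Rel2*, at 0.35, and in *Rel3*, at −0.23. The *Rel2* ratio at *PDE*, where *Pen* is inserted, was 0.90 and outside the range. No alternative placed the *Rel3* ratio outside, so that its direction rests on counting error alone. The *Rel3* ratio was −0.0837 with the *Pitx1* anchor 1 bin towards the centromere and −0.163 with scaling by totals. The paper itself states the direction seen in *Rel3*. Balancing as the cause is argued against by the ratio from read pairs without KR factors, −0.40. That ratio was also scaled by subdiagonals, at the wildtype distance of *Pitx1* and *Pen*, so it cannot test the scaling. The size of the *Rel3* ratio depends in part on the scaling, as the value with totals shows. The shorter distance between *Pitx1* and *Pen* in *Rel3*, which the design names, stays open and untested.

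In the map without sgRNA, the *Pitx1*-*Neurog1* contact was lower than in wildtype proximal forelimbs, with a log2 ratio of −1.57 (95% counting interval −1.84 to −1.30), a comparison the paper does not make. The lower bound of the background range was −0.659. The counting interval ends below this bound, at −1.30, which argues against too few read pairs. The log2 ratio from read pairs without KR factors was −1.51, below the bound of −0.625, which argues against balancing. The 50 strongest windows elsewhere at 250 to 600 kb, chosen on the 13 other maps, had a median log2 ratio of −0.0577 (range −0.653 to 0.195), so that weaker focal contacts throughout the library are argued against. The map with TSS sgRNAs had the level of the map without, with a log2 ratio of 0.0066 between them. These 2 maps share the dCas9-P300 background and both differ from wildtype, so that mouse background, dissection and library batch cannot be told apart. No biological explanation was tested.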

How the results depend on the processing

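The alternatives were chosen before the data were examined, except the tiles that leave out pairs with a single anchor inside the inverted segment and the background of windows with no anchor inside the locus, which were chosen only after the results were seen. No paired analysis over the alleles was run. Each condition has 1 library, and EGFP+ and EGFP− cells were compared within each allele separately.

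Of 328 alternatives of the 40 single log2 ratios, 28 moved a ratio beyond its counting interval. Of 58 alternatives of the 7 contacts outside the background range, 0 changed direction and 9 brought the contact inside. Of 270 alternatives of contacts inside the range, 7 placed the contact outside. Of 180 alternatives of contacts whose interval excludes 0, 1 changed direction: the *Pitx1*-*PDE* contact of *Inv2* forelimbs was −0.10 in the single bin pair.

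The number of *Pitx1* contacts outside the background range changed in 16 of 80 alternatives, by more than 1.5 times in 12 of them. In the other 4 it rose from 2 to 3, in *Inv2* mESCs and in *Inv1* forelimbs, each with windows of 25 kb by 25 kb and with the *Pitx1* anchor 1 bin towards the telomere. With single bin pairs, it was 0 in *Inv2* mESCs (2 in the main analysis), 0 in *Inv1* forelimbs (2), 0 in *Rel2* (1) and 1 in *Eed*-/- (2). With a central 99%, it was 1 in *Inv1* forelimbs and 0 in *Eed*-/-. With windows of 25 kb by 25 kb, it was 1 in *Inv2* forelimbs (0) and 2 in *Rel2*. With the *Pitx1* anchor 1 bin towards the centromere, it was 1 in *Inv2* mESCs and 2 in *Rel2*, and with the anchor 1 bin towards the telomere it was 1 in *Eed*-/-. With *PelB* at 75 kb, it was 1 in *Eed*-/-. For the single bin pairs, the range of windows elsewhere was wider. The *Neurog1* ratio was 1.78 at percentile 95.3 in *Inv2* mESCs and −1.28 at percentile 14.4 in *Inv1* forelimbs. The *PDE* ratio was 0.638 in *Inv1* forelimbs and 0.702 in *Rel2*, both at percentile 89.2. Counts from single bin pairs thus say little about the contacts themselves. For the other shifts, the cause was not tested. Against windows with no anchor inside the locus, the number was 3 in *Inv2* mESCs, with *PDE* outside as well, and that of the main analysis in the other 7 comparisons.

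The difference over the whole locus moved by more than the SD over other triangles in 5 of 32 alternatives, each with tiles of 25 kb: to 2.29 in *Inv1* mESCs, 2.31 in *Inv2* mESCs, 1.63 in *Inv1* forelimbs, 1.26 in *Inv2* forelimbs and 1.57 in *Rel2*. Without tiles that have a single anchor inside the inverted segment, it was 1.07 in *Inv1* and 1.56 in *Inv2* mESCs. The ratio of *Pitx1*-*PDE* to *Pitx1*-*Pen* contact in control mESCs was 1.04 in observed over expected contact. That of *Pitx1*-*RA4* to *Pitx1*-*Pen* was 0.783 in observed over expected contact and 1.68 in the single bin pair.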

Differences from the paper's values

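The contact between *Pen* and *Neurog1* and the comparison of *Eed*-/- with the map without sgRNA were chosen only after the results were seen. In the main analysis, no value the paper states for a measure computed here differed by more than 1.5 times. In observed over expected contact, the *Pitx1*-*PDE* to *Pitx1*-*Pen* ratio in control mESCs was 1.04, against 2.6 in the paper's figure. That of *Pitx1*-*RA4* to *Pitx1*-*Pen* was 0.783, against 1.2, which places *RA4* below *Pen*. The statements below are about directions and rankings. In simulated maps of 2000000 read pairs, a log2 change of 0.5, averaged over all cells, left the range of windows elsewhere in 37.4% of 174 contacts, so that a ratio of that size or smaller inside the range says little against a change.

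The paper reports that *Pitx1* contacts *PelB*, *RA4* and *Pen* more often in EGFP+ than in EGFP− cells of *Inv1* forelimbs. Their log2 ratios of 0.25, 0.39 and 0.42 were above 0 by more than counting error but inside the range of windows elsewhere. Windows of 25 kb by 25 kb placed *Pen* outside it, at 0.42, and the *Pitx1* anchor moved by 1 bin towards the telomere placed *RA4* outside it, at 0.51. None of the alternatives placed *PelB* outside.

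The paper reports increased contact between *Pitx1*, *Pen* and *Neurog1* in *Inv2* mESCs, which can be read to include that of *Pen* with *Neurog1*. The contact between *Pen* and *Neurog1* was lower, with a log2 ratio of −0.49, and no alternative was run for it. The inversion moves *Pen* away from *Neurog1*, and the ratio is not corrected for this change of distance. The *Pitx1*-*Pen* ratio of 0.52, not corrected for the shorter distance on the inverted allele, was inside the range of windows elsewhere. It was outside with windows of 25 kb by 25 kb, at 0.56, and with the *Pitx1* anchor 1 bin towards the telomere, at 0.74. For *Inv1* mESCs, the paper reports a relative decrease of *Pitx1*-*Pen*, and the counting interval of the ratio, −0.26, included 0.

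In *Inv2* forelimbs, the paper reports strongly increased *Pitx1*-*Pen* contact. The log2 ratio of 0.64 was inside the range of windows elsewhere, and with windows of 25 kb by 25 kb it was 0.56 and outside. In *Rel2* forelimbs, the paper reports a gain with *PDE* and not with other regions. The ratio of *PelB*, 0.25, was above 0 by more than counting error and inside the range. It was outside with windows of 25 kb by 25 kb, at 0.23, and with the *Pitx1* anchor 1 bin towards the centromere, at 0.36.

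The paper reports lower contact of *Pitx1* with *RA4* and *Pen* in *Eed*-/- than in wildtype forelimbs. The log2 ratio was −0.18 for *RA4*, with an interval that includes 0, and 0.01 for *Pen*. The *Pen* ratio was below 0 with subdiagonal medians, at −0.14, and with windows of 25 kb by 25 kb, at −0.10. For *Neurog1*, which the paper reports as reduced, the ratio of −0.51 was below 0 by more than counting error but inside the range of windows elsewhere under each of the settings run. With the map without sgRNA as reference, chosen after seeing the values, it was 1.06 (95% counting interval 0.78 to 1.34), outside the range in the other direction. That reference comes from dCas9-P300 embryos and is not the paper's control for *Eed*-/-.

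The paper reports fewer changes over the locus between EGFP+ and EGFP− cells when *Pen* is closer to *Pitx1*. The difference was 1.32 in *Inv1*, 1.06 in *Inv2*, 1.19 in *Rel2* and 1.09 in *Rel3*, so that *Rel3*, with *Pen* closest, was above *Inv2*. With tiles of 25 kb, *Rel3* was lowest at 1.16, against 1.63, 1.26 and 1.57 in *Inv1*, *Inv2* and *Rel2*. With pairs at least 50 kb apart it was lowest at 1.06, against 1.24, 1.07 and 1.08. Under these 2 settings the order follows the distance, and with scaling by totals or by subdiagonal medians it does not. With pairs at least 50 kb apart, *Inv2*, *Rel2* and *Rel3* lay closer together than the SD over other triangles, 0.155 to 0.178 in the main analysis. With tiles of 25 kb, *Inv2* and *Rel2*, both with *Pen* at *PDE*, lay further apart than *Inv2* and *Rel3*. The order alone thus does not show a dependence on distance. In each of the 4 alleles, at least 2 of the 18 other triangles had a difference as large.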

Other observations

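Of the tests in this part, the comparison of *Eed*-/- with the map without sgRNA was chosen only after the result was seen. So were the use of a counting interval to weigh depth and the floor of 50 read pairs for windows elsewhere.

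In *Inv2* mESCs, *Pitx1* gained contact with *Neurog1* and lost contact with *PelB*, 2 elements outside the inverted segment. Too few read pairs as the cause of the gain are argued against by the lower bound of its counting interval, 1.47, above the background range. Balancing as the cause of the loss is argued against by the ratio from read pairs without KR factors, −0.79, below a bound of −0.385. The inversion and the culture of each mESC line differ together, with 1 library each, and were not tested apart.

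The lower contacts of *Pitx1* with *PDE* and *PelB* in *Eed*-/- forelimbs were measured against 1 wildtype library, which differs from the dCas9-P300 maps at *Neurog1*, and which of these is unusual is not known. With the map without sgRNA as reference, the log2 ratios were −0.30 (95% counting interval −0.45 to −0.16) for *PDE* and −0.27 (−0.49 to −0.05) for *PelB*. Both stayed below 0 but were inside the background range, which argues against the wildtype library as the whole cause of the direction and leaves the size open. The direction at *Neurog1* did change with the reference, to 1.06 (0.78 to 1.34). The *Eed*-/- map also had the highest share of contact beyond 500 kb, 16%, and whether this follows from the loss of EED or from the library was not tested.

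The larger difference over the locus in *Inv1* than in *Rel2* forelimbs may come from depth. With the *Inv1* maps drawn to the depths of the *Rel2* maps, the median of 100 differences was 1.24 (1.18 to 1.32), and 6 draws were at or below the value of *Rel2*, where at least 5 had been set as needed. Distance between *Pitx1* and *Pen* stays open.

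In EGFP− cells, observed over expected contact of *Pitx1* with *Neurog1* was 3.57 in *Inv1*, 1.58 in *Inv2*, 1.55 in *Rel2* and 1.87 in *Rel3*, against 4.85 in wildtype and 1.64 without sgRNA in proximal forelimbs. The junction contact was lower in EGFP+ than in EGFP− cells of all 4 alleles, and the counting interval included 0 in *Rel2* only. These junction ratios were scaled at the wildtype distance of the bins, not at that on the rearranged allele. No explanation of either pattern was tested, biological or technical.

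Windows of the captured region that do not lie inside the locus, with at least 50 read pairs in either map, reached log2 ratios larger in size than those at most of the elements. The most extreme was −1.82 between *Inv1* and control mESCs, 2.14 in *Inv2* mESCs, −2.24 in *Inv1*, 1.76 in *Inv2*, 1.51 in *Rel2* and 2.24 in *Rel3* forelimbs, 1.96 with TSS sgRNAs and 2.98 in *Eed*-/-. They are extremes of many windows and were not tested further.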
